# The effect of trisomic chromosomes on spatial genome organization and global transcription in embryonic stem cells

**DOI:** 10.1111/cpr.13639

**Published:** 2024-03-29

**Authors:** Mengfan Li, Junsheng Yang, Rong Xiao, Yunjie Liu, Jiaqi Hu, Tingting Li, Pengze Wu, Meili Zhang, Yue Huang, Yujie Sun, Cheng Li

## Abstract

Aneuploidy frequently occurs in cancer and developmental diseases such as Down syndrome, with its functional consequences implicated in dosage effects on gene expression and global perturbation of stress response and cell proliferation pathways. However, how aneuploidy affects spatial genome organization remains less understood. In this study, we addressed this question by utilizing the previously established isogenic wild‐type (WT) and trisomic mouse embryonic stem cells (mESCs). We employed a combination of Hi‐C, RNA‐seq, chromosome painting and nascent RNA imaging technologies to compare the spatial genome structures and gene transcription among these cells. We found that trisomy has little effect on spatial genome organization at the level of A/B compartment or topologically associating domain (TAD). Inter‐chromosomal interactions are associated with chromosome regions with high gene density, active histone modifications and high transcription levels, which are confirmed by imaging. Imaging also revealed contracted chromosome volume and weakened transcriptional activity for trisomic chromosomes, suggesting potential implications for the transcriptional output of these chromosomes. Our data resources and findings may contribute to a better understanding of the consequences of aneuploidy from the angle of spatial genome organization.

## 1 INTRODUCTION

The diploid genome in humans and other mammalian species generates individual diversity through sexual reproduction and serves as a buffer against the deleterious effects of mutations in a single allele.^1^ However, cell division errors can lead to aneuploidy in daughter cells, characterized by the gain or loss of partial or whole chromosomes.^2^ A specific form of aneuploidy is trisomy, defined as the existence of three copies of a particular chromosome in a diploid cell. Trisomy recurrently occurs in cancers, birth defects and cultured pluripotent stem cells,^3^, ^4^, ^5^ and is associated with diverse phenotypes such as increased susceptibility to leukaemia and impaired cognition in individuals with Down syndrome.^6^

The physiological effect of aneuploidy is partly explained by copy number alterations associated with aneuploidy, which have a dosage effect on mRNA and protein expression levels.^7^, ^8^, ^9^, ^10^ Aneuploidy can impair homeostasis of protein complexes, leading to promiscuous protein interactions and sensing of aneuploidy by the p53 pathway.^11^, ^12^, ^13^, ^14^ Cumulative dosage effects of multiple genes have oncogenic or tumour‐suppressing functions.^15^, ^16^, ^17^ Such transcriptional dosage effect of aneuploidy may mediate the altered growth fitness and sensitivity to protein folding inhibitors in aneuploidy models of yeast and mouse cells,^18^, ^19^, ^20^ providing a rationale to explain aneuploidy's selective advantages during disease progression and to explore its vulnerabilities for treatments.^21^, ^22^ However, whether and how aneuploidy affects the epigenome, such as DNA methylation and spatial chromatin organization, is less understood.^23^, ^24^

Recently, the 3D genome structures are increasingly studied by sequencing and imaging techniques.^25^, ^26^ These techniques have discovered hierarchical chromatin structures such as chromosomal territories (CT), A/B compartments, topologically associating domains (TADs) and chromatin loops.^27^, ^28^ Importantly, the dynamics of 3D genome is associated with gene transcription during various biological and pathological processes.^29^, ^30^, ^31^, ^32^, ^33^ These findings have motivated studies on the relationship between 3D genome and aneuploidy, both of which could affect gene transcription. In cultured human embryonic cells with trisomies 18 or 21, trisomic chromosomes have lower CT volumes but remain at similar nuclear positions as their counterparts in normal cells.^34^ A recent study observes that trisomy 21 disrupts genome organization and transcription to promote senescent phenotype in neural progenitors.^35^ In cancer cells, chromatin compartments, TADs, and intra‐ and inter‐chromosomal interactions have been found to be altered relative to normal cells.^36^, ^37^, ^38^, ^39^, ^40^, ^41^ However, the cancer samples used in these studies harbour various mutations, structural variations, in addition to aneuploidy, preventing the study of the specific effect of aneuploidy on genome organization and gene expression.

To overcome these limitations, in this study, we compared wild‐type (WT) mouse embryonic stem cells (mESCs) with four different WT mESC‐derived trisomic mESC lines, each carrying an extra chromosome. Employing a comprehensive approach integrating Hi‐C, RNA‐seq and advanced imaging techniques, we explored the specific effects of trisomic chromosomes on spatial chromatin organization and gene expression while minimizing confounding factors. Our results supported that trisomy in mESCs does not significantly affect intra‐ and inter‐chromosomal interactions. Instead, the predominant effects on gene expression stem from the gene dosage effect and global transcriptional regulation. We also observed a reduction in the volume of trisomic chromosomes, concurrent with the moderate dosage compensation for these chromosomes.

## 2 RESULTS

### 2.1 Compartments and TADs are unaffected by trisomic chromosomes

Previous studies show that hyperdiploid leukaemia cells have reduced TAD boundaries and strength associated with gene expression dysregulation,^42^ and the gain of chromosome 7 in a colon cell line results in global alteration of gene expression and chromatin structures involving both the trisomic and other chromosomes.^43^ To minimize confounding genome mutations in cancer samples, we employed WT and trisomic mESCs to investigate the relationship between aneuploidy and genome organization. We have previously generated isogenic mESC lines that carry an extra copy of single chromosomes to study the effect of aneuploidy on cell proliferation and tumorigenesis. These trisomic mESCs show increased neoplastic potential and reduced differentiation potential compared with WT mESC.^44^

To study the effect of trisomy on gene transcription and genome organization, we conducted RNA‐seq and Hi‐C experiments for both WT and trisomic mESCs harbouring an extra copy of chromosome 6, 8, 11 and 15, respectively (named as Ts6, Ts8, Ts11 and Ts15). We performed in situ Hi‐C experiments for WT and trisomic mESCs following the standard protocol.^28^ 

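Mouse embryonic stem cells (mESCs) are pluripotent cells grown in culture, and the lines compared here carried either the normal chromosome set (WT) or 1 extra copy of chromosome 6 (Ts6), 8 (Ts8), 11 (Ts11) or 15 (Ts15). In situ Hi-C joins DNA ends that lie close together in the intact nucleus, here after digestion with MboI, so that each valid read pair records 1 contact between a pair of genomic positions. WT, Ts6, Ts8 and Ts11 mESCs had 3 replicates each and Ts15 mESCs had 2. The authors aligned the reads to mm10 and filtered them with HiC-Pro, took the replicates of a line together and deposited 1 matrix per line of raw contacts between bins of 1 Mb, scaled to the size of the WT library. The contacts behind each matrix, recovered from the smallest step between its values, in units of 1000000, numbered 132.04 for WT, 106.28 for Ts6, 141.05 for Ts8, 121.09 for Ts11 and 94.323 for Ts15 mESCs. The paper's Supplementary File 1 gives 132.08, 106.36, 141.1, 121.17 and 94.378 valid pairs in the same units over the replicates of the same lines. Of 2737 bins, the 2581 on chromosomes 1 to 19 and X that held contacts were used. Contacts between chromosomes were analysed as raw contacts, and contacts within a chromosome were balanced by ICE, which gives every bin the same total, before A/B compartments were called. With 1 pooled matrix per line, Hi-C values carry no error between replicates, and the permutation tests over chromosomes or bins measure the spread between chromosomes or bins of these matrices, not between cultures.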

The data exhibited typical statistics for reads filtering and *cis*/*trans* chromatin interaction proportions in Hi‐C experiments (Figure S1A, Supplementary File 1), with high reproducibility observed between replicate samples (Figure S1B). In addition, our Hi‐C interaction matrices were highly similar to a public Hi‐C data set of mESCs (E14 cell line), which was derived from the same 129 inbred mouse strain as our mESCs (Figure S1C,D).

To compare chromatin structures between WT and trisomic mESCs, we first used the ICE algorithm to correct for copy number effects on Hi‐C interactions (Figure S2A,B).^45^, ^46^ The Hi‐C interaction matrices and A/B compartments of WT and trisomic mESCs were overall highly similar (Figures 1A and S1E), with the proportion of A/B compartment switched regions similar when comparing between WT and trisomic mESCs or between replicate samples (Figure 1B). 

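In WT mESC, 1250 of the 2581 bins of 1 Mb lay in the gene-rich A compartment and 1331 in the B compartment. A bin changed its compartment in Ts6 mESC in 74 cases, or 2.87% of bins (Wilson 95% confidence interval 2.29 to 3.58). The switched share was 2.40% in Ts8 (62 bins, 1.88 to 3.07), 2.91% in Ts11 (75 bins, 2.32 to 3.63) and 3.22% in Ts15 mESC (83 bins, 2.60 to 3.97), and these intervals overlapped. In all 4 lines more bins went from A to B than from B to A, with 47 against 27 bins in Ts6, 47 against 15 in Ts8, 69 against 6 in Ts11 and 57 against 26 in Ts15 mESC. On the trisomic chromosome itself, 0 of 147 bins switched in Ts6, 4 of 127 in Ts8, 3 of 119 in Ts11 and 2 of 101 in Ts15 mESC. The first principal component, from which compartments were called, correlated across bins with that of WT mESC at r = 0.9944 in Ts6, 0.9964 in Ts8, 0.9938 in Ts11 and 0.9915 in Ts15 mESC, and neighbouring bins are not independent. Without the bins whose first principal component was in the lowest 10% of absolute values, the switched share was 0.0443% in Ts6, 0 in Ts8, 0.0446% in Ts11 and 0 in Ts15 mESC. The intervals cover counting error over bins, and compartments were called at 1 Mb from pooled matrices, so switched shares between replicates were not computed here.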

The A/B segregation scores were not significantly different between WT and trisomic mESCs (Figure 1C), confirming the maintained A/B compartmentalization in the trisomic mESCs. 

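The segregation score of a chromosome was the ratio of A–B contacts to the sum of A–A and B–B contacts beyond 2 Mb. Over 20 chromosomes it was 0.588 ± 0.0857 in WT mESC (mean and SD over chromosomes), 0.599 ± 0.0796 in Ts6, 0.584 ± 0.0831 in Ts8, 0.577 ± 0.0834 in Ts11 and 0.609 ± 0.0976 in Ts15 mESC. The differences between lines were smaller than the spread between chromosomes, and the two-sided Wilcoxon rank-sum test over chromosomes (n = 20) gave p = 0.68 for Ts6, 0.77 for Ts8, 0.63 for Ts11 and 0.45 for Ts15 mESC. When each chromosome was compared with itself in WT mESC, the score was higher on 16 of 20 chromosomes in Ts6 (mean difference 0.0111, adjusted permutation p = 0.004) and on 17 of 20 in Ts15 mESC (0.0207, adjusted permutation p = 0.0051). It was higher on 7 of 20 chromosomes in Ts11 (mean difference -0.0114, adjusted permutation p = 0.022) and on 7 of 20 in Ts8 mESC (-0.00445, adjusted permutation p = 0.22), with adjustment over the 4 lines. On the raw map without ICE the mean difference was 0.0179 in Ts11 and -0.00909 in Ts15 mESC, and over all distances it was -0.000427 in Ts15 mESC, each opposite in sign to the value above, and in Ts8 mESC it was -0.02454 on the raw map (permutation p = 1e-05, the smallest possible) and -0.006854 with the compartments of WT (permutation p = 7e-05). From scores that did not differ significantly, the paper concludes that A/B compartmentalization was maintained in the trisomic mESCs.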

We next identified TAD boundaries as local minimums of insulation scores (Figure 1D).^47^ The lengths of TADs and the location of TAD boundaries were highly concordant between WT and trisomic mESCs (Figure 1E,F). Furthermore, TAD compactness score, defined as the proportion of chromatin interaction counts within a TAD among all interactions involving the TAD, was distributed similarly between WT and trisomic mESCs (Figure 1G). These results indicate that the presence of an extra chromosome in trisomic mESCs does not affect intra‐chromosomal chromatin structures at the compartment or TAD level.

**FIGURE 1:**
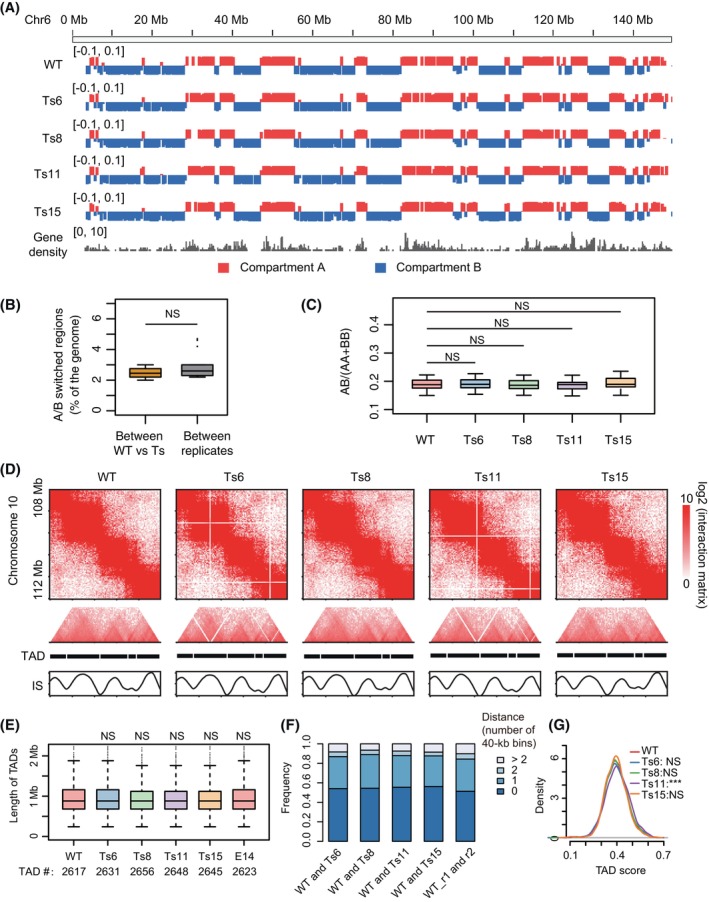
Compartments and TADs are unaffected by trisomic chromosomes. (A) Representative genomic tracks showing A/B compartments in WT and trisomic mESCs. (B) The proportions of genomic regions with switched A/B compartment status between WT and trisomic mESCs (left box) and between replicates of each cell line (right box). Two‐sided Wilcoxon rank‐sum test was used. *p* Value = 0.4252. NS: not significant. (C) The distribution of A/B compartment segregation scores in WT and trisomic mESCs. The segregation score of a chromosome is the ratio of the interactions of different types of compartments (A–B interaction) to the sum of the interactions of the same type of compartments (A–A interaction and B–B interaction). Each boxplot consists of the segregation scores of all individual chromosomes. Two‐sided Wilcoxon rank‐sum test was used. From left to right, *p* value = 0.7788, 0.6588, 0.6205 and 0.4945. NS: not significant. Representative chromatin interaction heatmaps, TAD domains and insulation scores (IS) in different mESC samples (bin resolution: 40 kb). (E) The distribution of TAD lengths and the number of TADs in different mESC samples and the E14 cell line. Two‐sided Wilcoxon rank‐sum test was used to compare each trisomic cell and E14 with WT, respectively. From left to right, *p* value = 0.54, 0.3093, 0.3164, 0.689 and 0.6493. NS: not significant. (F) The TAD boundaries are largely conserved (distance <1 bin) between WT and trisomic mESCs. More than 50% of the TAD boundaries in WT and trisomic mESCs were overlapped, and about 90% of the TAD boundaries were shifted within 80 kb. (G) The distributions of TAD compaction scores in WT and trisomic mESCs are overlapping. Two‐sided Wilcoxon rank‐sum test was used to compare each trisomic cell with WT, respectively. From Ts6, Ts8, Ts11 to Ts15, *p* value = 0.7785, 0.2301, 1.776e−06 and 0.642. ***p Value < 0.001, NS: not significant. mESC, mouse embryonic stem cell; WT, wild‐type.

### 2.2 Inter‐chromosomal interactions are non‐random and preserved in trisomic mESCs

In addition to intra‐chromosomal chromatin interactions, different chromosomes also interact to organize genome structures and regulate gene expression.^48^, ^49^ Such inter‐chromosomal interactions may promote specific chromosomal translocations^50^, ^51^ or change in diseased conditions.^36^, ^52^, ^53^ We therefore examined inter‐chromosomal interactions in WT and trisomic mESCs and their potential relationship with gene transcription. 

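In each trisomic line the extra chromosome had more contacts, relative to WT mESC, than any other autosome. Its total contacts were 1.29 times those in WT mESC for chromosome 6 in Ts6, 1.38 times for chromosome 8 in Ts8, 1.25 times for chromosome 11 in Ts11 and 1.25 times for chromosome 15 in Ts15 mESC, each relative to the median of the other autosomes. The other autosomes ranged from 0.988 to 1.002 in Ts6, from 0.977 to 1.036 in Ts8, from 0.981 to 1.017 in Ts11 and from 0.972 to 1.027 in Ts15 mESC. Contacts of the trisomic chromosome with other chromosomes alone were 1.14 times those in WT mESC in Ts6, 1.3 times in Ts8, 1.09 times in Ts11 and 1.22 times in Ts15 mESC. Contacts within the trisomic chromosome were 1.38 times those in WT mESC in Ts6, 1.41 times in Ts8, 1.32 times in Ts11 and 1.27 times in Ts15 mESC. Contacts within the chromosome beyond 50 Mb were 1.56 times those in WT mESC in Ts6, 1.47 times in Ts8, 1.52 times in Ts11 and 1.28 times in Ts15 mESC, beside 1.35, 1.41, 1.31 and 1.26 times within 2 Mb. The ratio of 3 copies to 2 is 1.5, and of these ratios those beyond 50 Mb in Ts6 and Ts11 lay above it.

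**Figure D1:**
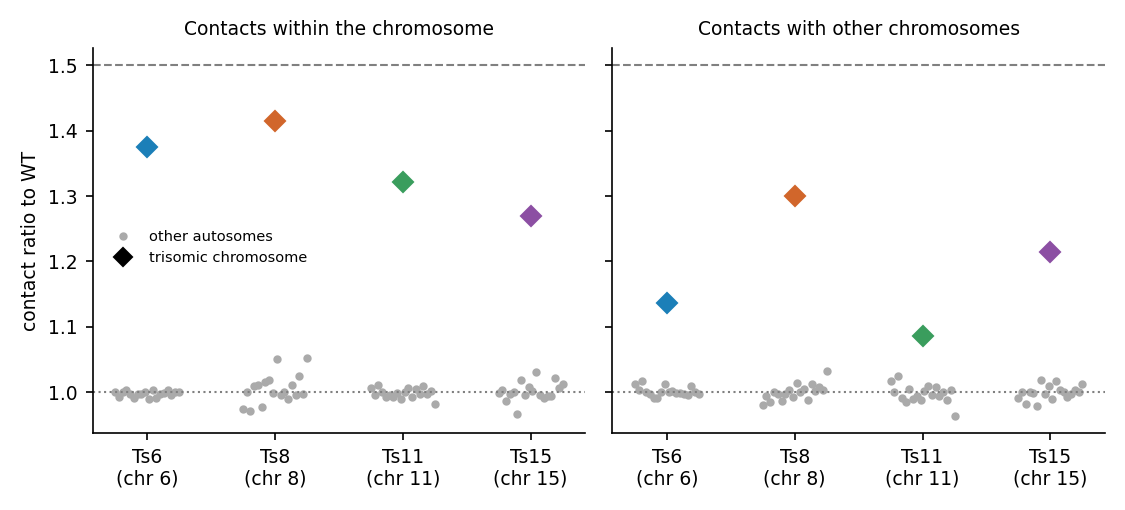
Contacts of each chromosome in the trisomic line divided by those in WT mESC, for contacts within the chromosome and for contacts with other chromosomes. The trisomic chromosome, marked apart from the other autosomes, lies above them in each line, between 1.27 and 1.41 within the chromosome and between 1.09 and 1.3 with other chromosomes, and each point is 1 chromosome in 1 pooled matrix.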

As expected, a trisomic chromosome resulted in increased inter‐chromosomal interactions between the trisomic chromosome and other chromosomes due to copy number effect (Figure S2A,C). To quantify inter‐chromosomal interactions, we calculated an inter‐chromosomal proximity score as the log_2_ ratio of observed to expect interaction counts between pairwise chromosomes (Section 4). Higher proximity scores correspond to more frequent co‐localization of two chromosomes in the nucleus. The proximity score matrices of all chromosomal pairs were highly concordant between WT and trisomic mESCs (Figures 2A,B and S2D), but distinct between mESCs and mouse cortical neurons (CNs) (Figure 2A,B). These results indicate that inter‐chromosomal interactions are non‐random and cell‐type specific, and are preserved in mESCs despite the presence of an extra chromosome.

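The proximity score, the log2 ratio of observed to expected contacts between a pair of chromosomes, kept its pattern over the 190 pairs of chromosomes 1 to 19 and X. Its correlation with WT mESC was r = 0.977 in Ts6 (rho = 0.967), 0.974 in Ts8 (rho = 0.968), 0.949 in Ts11 (rho = 0.958) and 0.975 in Ts15 mESC (rho = 0.960). A permutation of the chromosome labels gave p = 1e-05 for each, the smallest p that 100000 permutations can give. The median absolute change of a score was 0.00727 in Ts6, 0.00862 in Ts8, 0.00783 in Ts11 and 0.00786 in Ts15 mESC. The largest change in each line was at a pair with the trisomic chromosome. The score of chromosomes 2 and 6 went from 0.05 to 0.10 in Ts6, that of 8 and X from -0.09 to -0.15 in Ts8, that of 11 and 12 from -0.15 to -0.06 in Ts11 and that of 7 and 15 from -0.04 to 0.01 in Ts15 mESC. Chromosomes 3 and 19 had the lowest score of the autosome pairs in WT mESC, at -0.16, and also in Ts8, Ts11 and Ts15 mESCs. The cortical neuron data were not analysed here. From these matrices the paper concludes that inter-chromosomal interactions are non-random and are preserved in mESCs despite an extra chromosome.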

**FIGURE 2:**
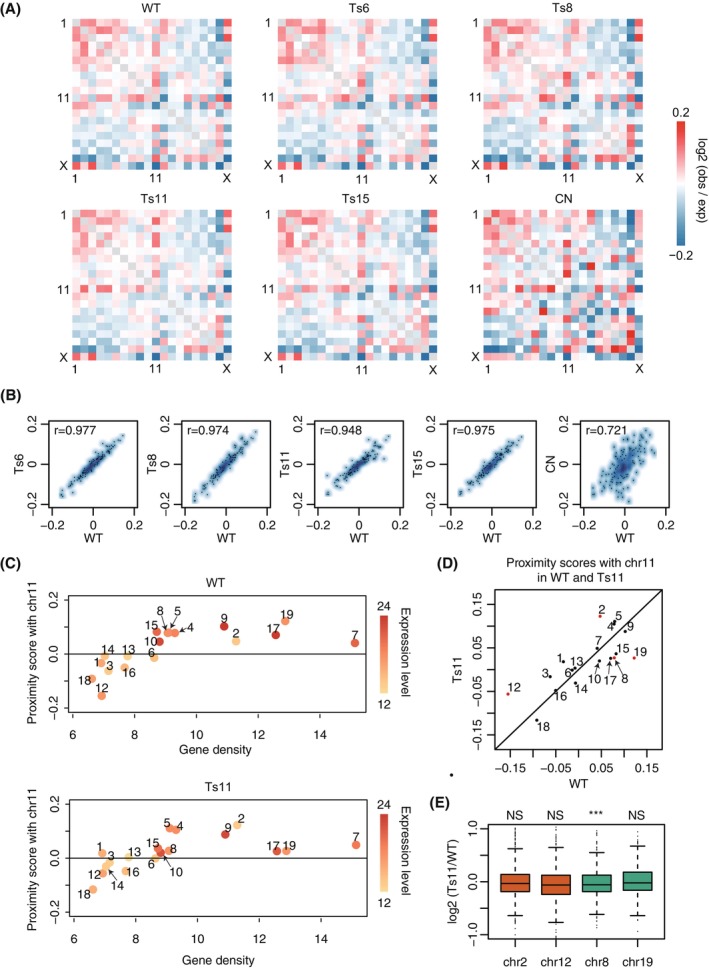
Inter‐chromosomal interactions are non‐random and preserved in trisomic mESCs. (A) Genome‐wide inter‐chromosomal proximity score matrices of the mESCs and mouse cortical neurons (CNs). (B) Scatter plots of the inter‐chromosomal proximity scores of sample pairs. Pearson's correlation coefficients are displayed in the figures. (C) The relationship between the inter‐chromosomal proximity score of each chromosome with chromosome 11 (*y*‐axis) and the gene density (gene number/Mb) of each chromosome (*x*‐axis). The chromosomes are coloured by chromosome‐wide expression level, defined as the average FPKM (fragments per kilobase per million mapped reads) of all genes on each chromosome. Top: WT mESC; bottom: Ts11 mESC. (D) Scatter plot of inter‐chromosomal proximity scores between the indicated chromosomes with chromosome 11 in WT (*x*‐axis) and Ts11 (*y*‐axis) mESCs. Chromosomes whose scores change most between the two samples are labelled in red. (E) The distribution of gene expression changes between WT and Ts11 mESCs for genes on chromosomes 2 and 12 (increased proximity score with chromosome 11 in Ts11), and on chromosomes 8 and 19 (decreased proximity score with chromosome 11 in Ts11). One‐sample one‐sided Wilcoxon signed‐rank tests. H0: the median is greater than 0 (for chromosomes 2 and 12); the median is less than 0 (for chromosomes 8 and 19). From left to right, *p* value = 0.9969, 1, 8.943e−5 and 0.4255. ***p value < 0.001, NS: not significant. mESC, mouse embryonic stem cell; WT, wild‐type.

We next explored potential determinants of non‐random inter‐chromosomal interactions. It is known that the radial position of chromosomes in the nucleus is related to their gene density. Chromosomes with higher and lower gene density tend to be located at the nuclear interior and nuclear periphery, respectively.^54^, ^55^, ^56^ Interestingly, we observed that chromosome 11, the most gene‐rich chromosome in the mouse genome, has strong chromatin interactions with many other chromosomes in all of the mESC samples (Figures 2A and S2D). This prompted us to explore the relationship between inter‐chromosomal interactions and gene density. 

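Chromosome 11 carried 1837 genes of the expression table over 122 Mb, or 15.1 genes per Mb, and 8.06 genes per Mb with an FPKM of at least 1 in WT mESC. Its mean proximity score with the other 18 autosomes was 0.02 on the log2 scale in WT mESC. The pair of chromosomes 11 and 19 had the highest score of all autosome pairs in WT mESC, at 0.12, followed for chromosome 11 by chromosome 9, also gene-rich, at 0.10. Chromosome 15 scored 0.08 with chromosome 11, chromosome 5 scored 0.08, chromosome 8 scored 0.08, chromosome 4 scored 0.08 and chromosome 17 scored 0.07. The lowest autosome scores with chromosome 11 were -0.15 for chromosome 12 and -0.09 for chromosome 18, and chromosome X scored -0.28. These are scores of 1 pooled matrix with no error between replicates.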

In fact, other gene‐rich chromosomes tended to be more interactive with chromosome 11 and more actively transcribed than gene‐poor chromosomes (Figures 2C and S3). Such inter‐chromosomal interaction tendency with chromosome 11 was largely maintained in the trisomic mESCs and CNs (Figures 2C,D and S3), and almost did not affect chromosome‐wide gene expression of disomic chromosomes (Figure 2E). 

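Gene density and the proximity score with chromosome 11 rose together over the 18 other autosomes of WT mESC, with Pearson's r = 0.657 (permutation p = 0.0031, adjusted p = 0.0053 over the 5 lines) and Spearman's rho = 0.761 (permutation p = 0.00037). Chromosome 17 with 12.6 genes per Mb and chromosome 9 with 10.9 genes per Mb stood at the dense end with positive scores. Chromosome 18 with 6.62 genes per Mb and chromosome 12 with 6.93 genes per Mb stood at the sparse end with negative scores. Chromosome 7 was the densest of the 18, with 15.1 genes per Mb, and had a score of 0.04. Without chromosomes 7 and 19, the farthest from the median density, r was 0.74. The summed FPKM of genes per Mb was 297 on chromosome 17, 227 on chromosome 19 and 110 on chromosome 18 in WT mESC. This expression per Mb also correlated with the proximity score with chromosome 11, with r = 0.652 (permutation p = 0.0038), rho = 0.709 (permutation p = 0.0014) and r = 0.787 without the 2 chromosomes farthest from the median. A sum per Mb rises with the number of genes per Mb, so this correlation is not separate from that of gene density. The paper's measure, the average FPKM of the genes on a chromosome, is not given here.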

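Chromosomes 2 and 12 had a higher proximity score with chromosome 11 in Ts11 than in WT mESC, with a change from 0.05 to 0.12 for chromosome 2 and a gain of 0.10 for chromosome 12. Chromosomes 8 and 19 had a lower score, each 0.03 in Ts11 mESC. The genes of these 4 chromosomes moved little in expression. Their median log2 fold change in Ts11 mESC was -0.02 ± 0.0093 on chromosome 2 (SD, n = 3 libraries, 952 genes), -0.05 ± 0.026 on chromosome 12 (460 genes), -0.04 ± 0.012 on chromosome 8 (657 genes) and -0.01 ± 0.031 on chromosome 19 (424 genes). The two-sided exact permutation test of 3 libraries against 3 gave p = 0.1, 0.1, 0.1 and 0.7, where 0.1 is the smallest p possible, and adjusted p = 0.13, 0.13, 0.13 and 0.7 over the 4 chromosomes. Upregulated and downregulated genes numbered 100 and 93 on chromosome 2, 49 and 56 on chromosome 12, 61 and 85 on chromosome 8, and 59 and 36 on chromosome 19. The one-sided Wilcoxon signed-rank test across genes asked for a rise on chromosomes 2 and 12 and a fall on chromosomes 8 and 19. These directions match the p-values of Fig. 2E, but are opposite to those implied by the null hypotheses in its caption. The test gave p = 0.76 for chromosome 2 (n = 952 genes), 1 for chromosome 12 (n = 460), 0.018 for chromosome 8 (n = 657) and 0.85 for chromosome 19 (n = 424), and genes are not independent replicates. Scaled to the median of genes outside chromosomes 6, 8, 11 and 15, the values of chromosomes 2, 12, 8 and 19 were 0.0017, -0.0273, -0.0137 and 0.0102 (exact permutation p = 0.8, 0.3, 0.3 and 0.6), and without 1 of the WT or Ts11 libraries that of chromosome 19 ranged from -0.0242 to 0.00587. The correlation of gene density with the score with chromosome 11 was r = 0.677 in Ts6 (rho = 0.814), 0.618 in Ts8 (rho = 0.761), 0.548 in Ts11 (rho = 0.794) and 0.652 in Ts15 mESC (rho = 0.763), with permutation p = 0.0022, 0.0063, 0.02 and 0.0032 for r and 0.0001, 0.00043, 0.00017 and 0.00036 for rho. Without chromosomes 7 and 19, r was 0.773, 0.726, 0.692 and 0.738. The highest partner of chromosome 11 was chromosome 19 in Ts6, the trisomic chromosome 8 in Ts8 and 15 in Ts15, and chromosome 2 in Ts11 mESC. The change from WT in the score of the trisomic chromosome with each other autosome was also set against the gene density of that autosome. Here r was 0.0795 in Ts6 (rho = 0.129), 0.616 in Ts8 (rho = 0.472), -0.318 in Ts11 (rho = -0.286) and 0.762 in Ts15 mESC (rho = 0.631). From its own proximity scores the paper concludes that interactions are more frequent between gene-rich chromosomes and are unaffected by trisomy in mESCs.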

Taken together, inter‐chromosomal chromatin interactions are non‐random and more frequent between gene‐rich chromosome pairs, and are unaffected by trisomy in mESCs.

### 2.3 Inter‐chromosomal interactions are associated with active transcription

Inter‐chromosomal interactions have been found to involve epigenetically similar regions such as actively transcribed regions or repressive regions.^48^, ^57^, ^58^ We therefore asked how inter‐chromosomal interactions are related to local gene transcription. We first calculated inter‐chromosomal interaction fraction (ICF) for local chromosomal regions, which is the ratio of inter‐chromosomal interactions to the sum of inter‐ and intra‐chromosomal interactions for a specific region, so that higher ICF corresponds to more frequent interactions between this region and other chromosomes. Chromosomal regions with higher ICF tended to have higher gene density and active transcriptional state, and were located in A compartments (Figure 3A,B). Specifically, RNA polymerase II binding and active histone modifications, such as H3K4me1, H3K4me3, and H3K27ac, were enriched at regions with higher ICF (Figure 3B). 

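Bins of the A compartment in WT mESC had a median inter-chromosomal interaction fraction (ICF) of 0.251 (quartiles 0.23 and 0.277, 1250 bins), and bins of the B compartment 0.214 (0.197 and 0.236, 1331 bins). The difference of medians was 0.0372 (permutation p = 0.00039 from circular shifts of the bins along the genome, the smallest p that 2581 shifts can give). ICF rose with the number of genes in a bin, with r = 0.407 and rho = 0.529 over 2581 bins, and with the expression of a bin, with r = 0.291 and rho = 0.372 over 2362 bins, each at the same smallest permutation p. Genes with an FPKM below 10 lay in bins with a median ICF of 0.252 (18256 genes), those between 10 and 100 at 0.262 (5383 genes) and those above 100 at 0.264 (722 genes). The high class lay 0.0126 above the low class (permutation p = 0.00039 by circular shifts). The quartiles of the low class, 0.226 and 0.279, and of the high class, 0.243 and 0.292, overlapped. Bins along a chromosome are not independent, which the circular shifts allow for, and the histone and polymerase tracks of Fig. 3 were not analysed here.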

Interestingly, the repressive histone modification H3K27me3 was also enriched in regions with higher ICF (Figure 3B). ChromHMM analysis^59^ confirmed that high‐ICF regions were enriched with both active and inactive histone modifications and depleted in intergenic regions (Figure 3C). These results are consistent with the fact that transcriptionally active and repressive protein complexes such as transcriptional factories and Polycomb bodies jointly organize long‐range chromatin interactions.^48^, ^60^

**FIGURE 3:**
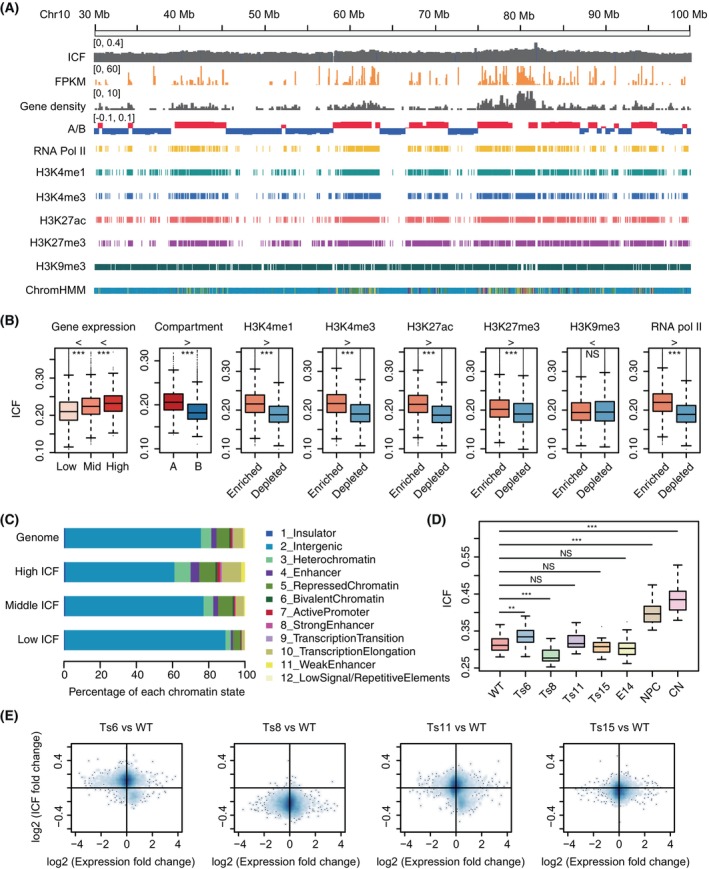
Inter‐chromosomal interactions are associated with active transcription. (A) Representative genomic tracks of WT mESC, showing inter‐chromosomal interaction fraction (ICF), gene expression (FPKM), gene density (gene number/Mb), A/B compartments (red: A, blue: B), and signal peaks of RNA polymerase II occupation, indicated histone modifications, and ChromHMM states (colour legend in panel C). (B) The distribution of ICF values for different chromosomal regions classified by indicated properties. Genes are divided into three groups according to their expression level: low (FPKM <10), middle (10< FPKM <100) and high (FPKM >100). The “>” or “<” signs above the plots indicate the relationship between the medians of two adjacent boxplots. Two‐sided Wilcoxon rank‐sum test was used. From left to right, *p* value <2.2e−16, =9.307e−9, <2.2e−16, <2.2e−16, <2.2e−16, <2.2e−16, <2.2e−16, =0.5209, <2.2e−16. ***p value < 0.001, NS: not significant. (C) The proportion of ChromHMM states in the whole genome or in the chromosomal regions with high, middle or low ICF values. (D) The distribution of ICF values in different samples. Two‐sided *t* test was used. From left to right, *p* value = 0.00575, 1.732e−5, 0.3022, 0.3425, 0.2472, 1.312e−11 and 5.522e−14. **p Value < 0.01, ***p value < 0.001, NS: not significant. (E) Scatter plot of ICF fold changes (*y*‐axis) and gene expression fold changes (*x*‐axis) between WT and trisomic mESCs. mESC, mouse embryonic stem cell; WT, wild‐type.

Next, we asked whether trisomic chromosomes perturb inter‐chromosomal interactions of specific chromosomal regions. 

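The mean ICF over 20 chromosomes was 0.313 ± 0.0216 in WT mESC (SD over chromosomes), 0.335 ± 0.0246 in Ts6, 0.282 ± 0.0193 in Ts8, 0.321 ± 0.0215 in Ts11 and 0.307 ± 0.0213 in Ts15 mESC. Each contact within a chromosome was counted once here, so these values are not on the scale of the ICF of bins. The ICF was higher than in WT mESC on 19 of 20 chromosomes in Ts6 and in Ts11 mESCs, and lower on 20 of 20 chromosomes in Ts8 and in Ts15 mESCs. The trisomic chromosome changed apart from the rest, with an ICF that differed from WT by -6.02% for chromosome 6 in Ts6, -14.9% for chromosome 8 in Ts8, -10.1% for chromosome 11 in Ts11 and -4.59% for chromosome 15 in Ts15 mESC. The median change of the other chromosomes was 7.29% in Ts6, -9.68% in Ts8, 3.01% in Ts11 and -1.75% in Ts15 mESC, so that the trisomic chromosome had the lowest change of the 20 chromosomes in each line. Contacts between copies of a chromosome cannot be told from contacts within a copy and count as contacts within the chromosome. The lower ICF of the trisomic chromosome therefore does not show by itself that each copy had fewer contacts with other chromosomes. Paired over chromosomes, the sign-flip permutation test gave adjusted p = 1.3e-05 for Ts6, Ts8 and Ts15, the smallest that 100000 permutations can give after adjustment over the 4 lines, and 0.0029 for Ts11 mESC. Without contacts within 2 Mb the mean difference in Ts15 mESC was -0.001225 in place of -0.00644, and the call was lost (permutation p = 0.184). A t test over the 20 chromosomes of each line, the kind the paper names for Fig. 3D, gave p = 0.00557 for Ts6, 1.71e-05 for Ts8, 0.289 for Ts11 and 0.349 for Ts15 mESC. In the paper's Supplementary File 1 the share of valid pairs between chromosomes was 18.4% ± 0.557 in WT (SD, n = 3), 19.8% ± 0.892 in Ts6 (n = 3), 16.2% ± 0.565 in Ts8 (n = 3), 18.8% ± 0.25 in Ts11 (n = 3) and 17.9% ± 0.141 in Ts15 mESC (n = 2). Between these replicates the exact permutation test gave p = 0.2 for Ts6, 0.1 for Ts8, 0.3 for Ts11 and 0.4 for Ts15 mESC, where 0.1 is the smallest p possible.

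**Figure D2:**
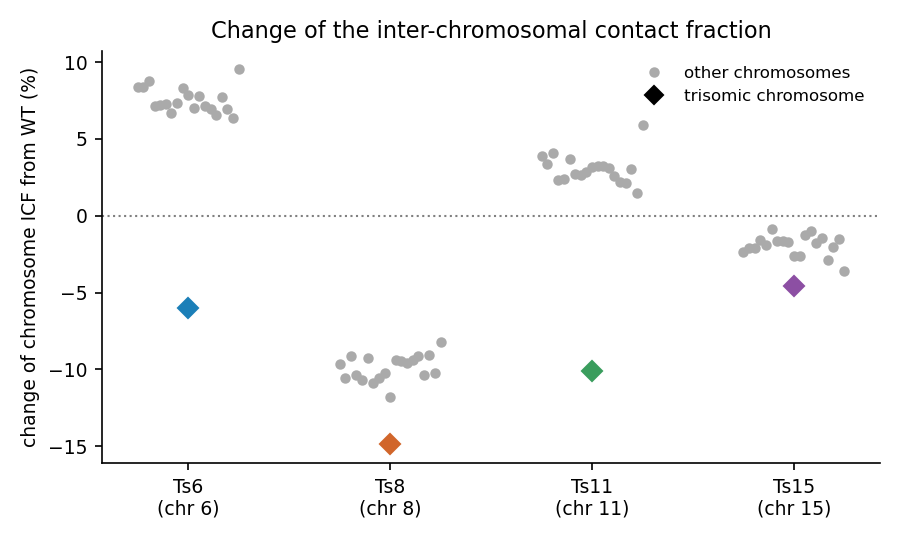
Percent change of the ICF of each chromosome from WT mESC in the 4 trisomic lines. The trisomic chromosome, marked apart, is the lowest of the 20 chromosomes in each line, at -6.02% in Ts6, -14.9% in Ts8, -10.1% in Ts11 and -4.59% in Ts15, and each point is 1 chromosome in 1 pooled matrix. Contacts between copies of a chromosome count as contacts within it.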

The distributions of regional ICF values varied across WT and trisomic mESCs (Figure 3D), but were overall lower than that of mouse neural progenitor cells (NPCs) and CNs,^61^ consistent with differentiated cells having increased chromosomal intermingling.^62^ Nevertheless, the changes of ICF values between WT and trisomic mESCs were not correlated with gene expression changes (Figure 3E). These results suggest that inter‐chromosomal interactions are associated with active transcription and are cell‐type specific.

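On the chromosomes other than the trisomic one, the change of the ICF of a bin and the change of the expression of its genes were weakly related at most. The correlation of the log2 ICF change with the mean log2 expression change of a bin was r = 0.0292 in Ts6 (1792 bins, permutation p = 0.33), 0.0190 in Ts8 (1808 bins, p = 0.5 by permutation), 0.0466 in Ts11 (1804 bins, permutation p = 0.12) and 0.0275 in Ts15 mESC (1835 bins, permutation p = 0.37). Spearman's rho over these bins was 0.0198 in Ts6, 0.0911 in Ts8, 0.0628 in Ts11 and 0.0393 in Ts15 mESC, with permutation p = 0.56, 0.0015, 0.031 and 0.19. With the bins of the trisomic chromosome included, r was -0.262 in Ts6 (1897 bins, adjusted permutation p = 0.0092), -0.137 in Ts8 (1900 bins, 0.021), -0.263 in Ts11 (1904 bins, 0.019) and -0.0656 in Ts15 mESC (1912 bins, 0.074), with rho = -0.109, -0.0179, -0.0736 and -0.0389. Left to bins with 5 or more tested genes, r in Ts8 was -0.129 (permutation p = 0.07), and with contacts within 2 Mb left out r in Ts15 was -0.161 (permutation p = 0.00039). These p-values come from circular shifts of the bins along the genome and were adjusted over the 4 lines where so named.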

### 2.4 Coupled chromosome painting and nascent RNA imaging validate higher transcriptional activity at chromosome intermingling regions

Interphase chromosomes occupy preferred relative nuclear positions and compartmentalized into distinct chromosome territories.^63^, ^64^ It has been observed that in human trisomy 21 cells, certain chromosomal territories shift their preferred radial positions in the nucleus or reduce their volume.^65^ To explore whether trisomic chromosomes affect chromosome territories in mESCs, we used FISH‐based chromosome painting to quantify the volume and radial location of chromosomes 8, 9 and 12 (Figure 4A).^66^, ^67^ Although the volume of the nucleus was comparable between WT and Ts8 mESCs (Figure 4B), the presence of the extra chromosome 8 led to a reduction in chromosome volume, affecting not only the trisomic chromosome 8 but also disomic chromosomes 9 and 12 (Figure 4C). This compaction of chromosome volumes was not due to the relocation of chromosome territories, as the radial location of these chromosomes within the nucleus remained similar between WT and Ts8 mESCs (Figure S4). We next visualized inter‐chromosomal intermingling by using two fluorescence dyes to simultaneously paint two different chromosomes in the same cell.^66^ The intermingling index, defined to characterize the degree of intermingling between chromosomes (Section 4), was significantly higher between chromosomes 8 and 9 than between chromosomes 8 and 12 (Figure 4D), supporting the previously identified inter‐chromosomal interaction preferences observed from the Hi‐C data (Figure S2D, red arrows in the second heatmap). 

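In WT mESC chromosomes 8 and 9 had 140215 contacts and a proximity score of 0.015 on the log2 scale (95% counting interval 0.0075 to 0.0226), and chromosomes 8 and 12 had 107420 contacts and a score of -0.070 (-0.0790 to -0.0618). In Ts8 mESC the score of chromosomes 8 and 9 was 0.049 (172060 contacts, 0.0419 to 0.0555) and that of chromosomes 8 and 12 was -0.059 (129331 contacts, -0.0665 to -0.0508). Chromosome 9 ranked 5 in WT and 4 in Ts8 mESC among the 18 autosomes by its score with chromosome 8, and chromosome 12 ranked 18 in both. The score of chromosomes 8 and 9 exceeded that of 8 and 12 by 0.0855 in WT and by 0.107 in Ts8 mESC, and by 0.332 and 0.359 when the expected contacts were taken from chromosome length. The intervals cover counting error only, and the chromosome painting images were not analysed here.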

Notably, the preference for inter‐chromosomal interactions between chromosomes 8 and 9 was retained in the trisomic mESCs (Figures 4D and S2D). These results suggest that chromosomes maintain their territories and preferred interacting partners, but reduce their volume in Ts8 mESC compared with WT mESC.

**FIGURE 4:**
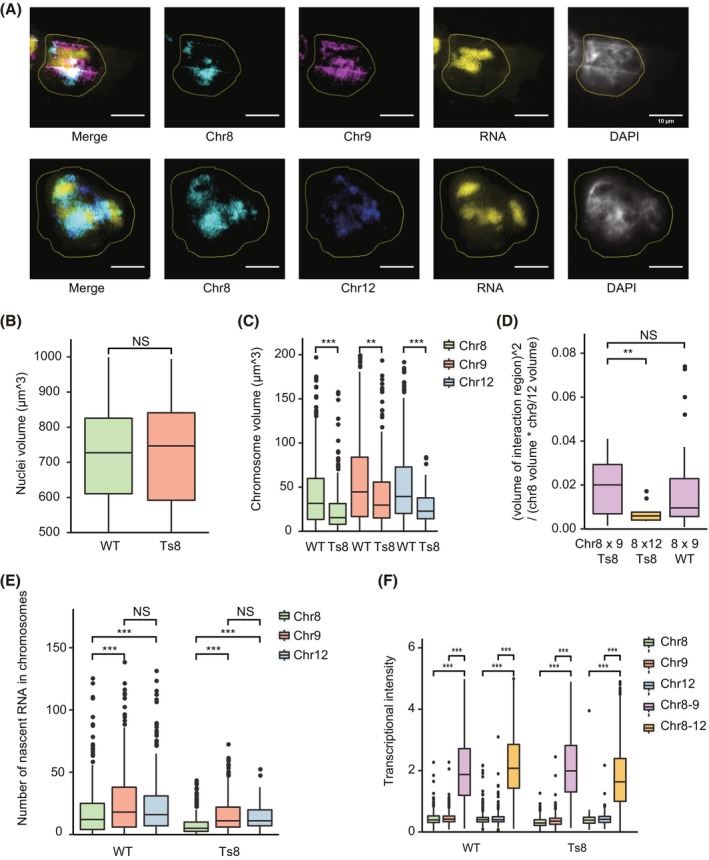
Coupled chromosome painting and nascent RNA imaging reveal higher transcriptional activity at chromosome intermingling regions. (A) Representative simultaneous chromosome painting and nascent RNA imaging results of WT mESCs. (B) The distribution of nucleus volume of WT and Ts8 mESCs. Two‐sided Wilcoxon rank‐sum test, *p* value = 0.95. NS: not significant. From left to right: sample size *n* = 514, 324 nuclei. (C) The distribution of chromosome volume of chromosomes 8, 9 and 12 in WT and Ts8 mESCs. Two‐sided Wilcoxon rank‐sum tests. From left to right: *p* value = 1.7e−11, 0.0023, 2.3e−7; *n* = 350, 315, 424, 210, 354 and 105 chromosomes. **p Value < 0.01, ***p value < 0.001. (D) The distribution of intermingling index between chromosomes pairs in WT or Ts8 mESCs. The intermingling index between the two chromosomes A and B is defined as (volume of interaction region)^2^/(chromosome A volume*chromosome B volume). Two‐sided Wilcoxon rank‐sum tests. From left to right: *p* value = 0.006 and 0.71; *n* = 19, 12 and 42 chromosome pairs. **p value < 0.01, NS: not significant. (E) The distribution of the number of nascent RNAs overlapping with chromosome 8, 9 or 12 in WT and Ts8 mESCs. Two‐sided Wilcoxon rank‐sum tests. From left to right: *p* value = 1.6e−5, 0.00075, 0.23, 1.7e−14, 3.7e−11 and 0.94; *n* = 351, 431, 358, 310, 205 and 100 chromosomes. ***p Value < 0.001, NS: not significant. (F) The distribution of transcriptional intensity of individual chromosomes (8, 9 and 12) or chromosome intermingling regions in WT and Ts8 mESCs. “Chr8–9” (chr8–12) indicates the intermingling region of chromosome 8 and chromosome 9 (chromosome 8 and chromosome 12). Transcriptional intensity is defined as the number of nascent RNAs overlapping a chromosome/region, divided by the volume of the chromosome/region. From left to right: *n* = 325, 399, 1120, 352, 344, 2105, 277, 208, 375, 165, 107 and 741 chromosomes/regions. Two‐sided Wilcoxon rank‐sum tests, all the *p* values < 2.22e−16. ***p Value < 0.001. mESC, mouse embryonic stem cell; WT, wild‐type.

To validate the relationship between chromosomal structures and gene transcription, we combined chromosome painting with nascent RNA imaging in single cells (Section 4; Figure 4A). 

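In the RNA-seq libraries of WT mESC, chromosome 9 carried 1358 genes at 10.9 genes per Mb and a summed expression of 260 FPKM per Mb, and chromosome 8 carried 1174 genes at 9.07 genes per Mb and 162 FPKM per Mb. Genes with an FPKM of at least 1 numbered 5.31 per Mb on chromosome 9 and 4.98 per Mb on chromosome 8. Chromosome 12 had 120 FPKM per Mb and 3.72 such genes per Mb. These are means over 3 WT libraries of steady-state poly(A) RNA, and the nascent RNA images were not analysed here.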

By quantifying the transcriptional activity of a chromosome as the nascent RNA yield from the chromosome within 1 h, chromosome 9 showed higher transcriptional activity compared with chromosome 8 (Figure 4E), consistent with chromosome‐level expression computed from RNA‐seq data (Figure 2C). Notably, chromosome 8 displayed a reduced level of nascent RNA transcription in Ts8 mESC compared with WT mESC (Figure 4E), concurrent with its compaction in chromosome volume (Figure 4C). Finally, we compared the nascent RNA transcription between intermingling and non‐intermingling regions of chromosomes. Intermingling nuclear regions co‐occupied by two chromosomes were transcribed more actively (Figure 4F), consistent with the Hi‐C results that inter‐chromosomal interactions correlate with active transcription (Figure 3B). Taken together, coupled chromosome painting and nascent RNA imaging validate high transcriptional activity at chromosome intermingling regions, and reveal that trisomic chromosomes have reduced volume and nascent RNA transcription than their normal counterpart.

### 2.5 Transcriptional upregulation of trisomic chromosomes

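RNA-seq measured poly(A) RNA from WT, Ts6, Ts8, Ts11 and Ts15 mESCs in 3 libraries per line. The cells were grown on irradiated mouse embryonic fibroblasts as a feeder layer, which the methods remove by letting the cells settle in culture dishes before the RNA is taken. The authors aligned the reads to mm10 with HISAT2, counted them per gene with summarizeOverlaps and deposited the counts of 24421 genes, FPKM values, and the fold changes and p-values of DESeq2 for each trisomic line against WT mESC. Total counts ranged from 8785360 to 13113889 in WT (median 11196827), from 11206253 to 12518110 in Ts6 (median 11415403), from 10703423 to 10825705 in Ts8 (median 10710138), from 11653561 to 14185098 in Ts11 (median 13772936) and from 11998913 to 12712745 in Ts15 mESC (median 12263001). The 10 most counted genes took at most 4.95% of the counts of a library. The counts were tested here with edgeR's quasi-likelihood test after TMM normalization, with 1 term per line over the 15 libraries, and adjusted by Benjamini and Hochberg's method. The test covered genes with a mean FPKM of at least 1 in WT mESC or in the trisomic line, 12099 in Ts6, 12154 in Ts8, 12251 in Ts11 and 12223 in Ts15 mESC. A gene was called upregulated or downregulated at an adjusted p under 0.05 and a fold change above 1.2, the thresholds of the paper's methods, and levels are given as CPM. The sources used here do not say whether the libraries of a line came from separate cultures, so p-values measure the spread between these libraries, which may be technical. The WT libraries were all sequenced in lane 6 of 1 flow cell, those of Ts6 in lanes 6 and 7, of Ts8 in lanes 7 and 8, of Ts11 in lane 7 and in lane 3 of another flow cell, and of Ts15 in lane 7, so that lane and line are confounded in part.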

We further explored the RNA‐seq data of WT and trisomic mESCs. 

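Every pair of libraries of 1 line lay closer together than any pair from different lines. Over 12663 expressed genes, the root mean square log2 difference between libraries of a line was at most 0.301, and the smallest difference between libraries of different lines was 0.371, between WT and Ts15 mESCs. The mean difference from WT was 0.478 for Ts6, 0.458 for Ts8, 0.445 for Ts11 and 0.397 for Ts15 mESC. Ts11 and Ts15 mESCs lay 0.427 apart, less than any other pair of trisomic lines, of which Ts8 and Ts15 lay farthest apart at 0.582. The first principal component held 34.2% of the variance and separated Ts11 and Ts15 mESCs (scores from 17.2 to 28.9) from Ts6 and Ts8 mESCs (from -29.5 to -18.3), with WT mESC from -1.07 to 5.4. Markers of fibroblasts, the feeder cells, followed the same division of the lines, with a median log2 fold change of -0.41 in Ts6, -0.89 in Ts8, 0.29 in Ts11 and 0.58 in Ts15 mESC. The second component held 22.2% and separated Ts6 from Ts8 mESC. Differences between lines made up 75.9% of the variance (pseudo-F 7.88, permutation p = 1e-05, the smallest p that 100000 permutations of the 15 libraries can give). Without the genes of chromosomes 6, 8, 11 and 15, they made up 74.2% over 9827 genes (pseudo-F 7.18, at the same smallest permutation p).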

Principal component analysis (PCA) of gene expression values of all genes or excluding the genes on the four trisomic chromosomes (genes on chromosomes 6, 8, 11 and 15) showed high reproducibility between replicate samples, indicating that an extra copy of a chromosome induces distinct global gene expression changes in trisomic mESCs (Figure S5A). Genes on trisomic chromosomes were overall upregulated in trisomic mESCs compared with WT mESC, while genes on the disomic chromosomes (two copies) showed similar expression levels between WT and trisomic mESCs (Figure 5A). Specifically, between 1175 (Ts15) and 1590 (Ts11) genes were upregulated (fold change >1.2, adjusted *p* value < 0.05), with a large proportion of these genes located on the respective trisomic chromosomes (Figures 5B and S5B; Supplementary File 2). 

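Of the genes tested on the trisomic chromosome that had reads in WT mESC, 405 were upregulated and 22 downregulated among 565 in Ts6, 513 and 28 among 675 in Ts8, 755 and 9 among 1045 in Ts11, and 262 and 4 among 501 in Ts15 mESC. Upregulated genes therefore made up 71.7%, 76%, 72.2% and 52.3% of them. On chromosome 6 in Ts6 mESC, the pluripotency factor Nanog rose from 299.8 ± 5.91 CPM in WT to 463 ± 17.2 CPM (SD, n = 3 each), a log2 fold change of 0.63 (standard error 0.0501, edgeR adjusted p = 6.39e-11), and the glycolytic enzyme Tpi1 rose by 0.38. Dppa3, a factor of the germ line and the early embryo beside Nanog, had a log2 fold change of 2.11 but a level of only 3.31 CPM. On chromosome 8 in Ts8 mESC, the transcription factor Klf2 rose by 0.36 on the log2 scale (standard error 0.0916, edgeR adjusted p = 0.00265), while the ER chaperone Calr with 0.19 and the heme oxygenase Hmox1 with 0.21 stayed under the fold threshold of 1.2. On chromosome 11 in Ts11 mESC, the DNA repair gene Brca1 had a log2 fold change of 0.60 (standard error 0.0612, edgeR adjusted p = 7.81e-09), the signal transducer Stat3 0.37 and the proteasome subunit Psmd3 0.41, and Trp53, which encodes p53, had 0.11 (standard error 0.058, edgeR adjusted p = 0.135). On chromosome 15 in Ts15 mESC, Myc rose by 1.02 on the log2 scale (standard error 0.0889, edgeR adjusted p = 1.07e-09), the kinase Ptk2 by 0.49 and the ribosomal protein gene Rpl8 by 0.30. The median fold of genes on each of the 18 disomic autosomes ranged from 0.983 on chromosome 13 to 1.02 on chromosome 9 in Ts6, from 0.976 on chromosome 7 to 1.044 on chromosome 13 in Ts8, from 0.981 on chromosome 12 to 1.021 on chromosome 16 in Ts11, and from 0.982 on chromosome 17 to 1.016 on chromosome 1 in Ts15 mESC. Chromosome X stood at 0.991 ± 0.0086 (SD, n = 3) in Ts6, 0.973 ± 0.007 in Ts8, 0.986 ± 0.02 in Ts11 and 1.004 ± 0.0098 in Ts15 mESC.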

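Upregulated genes numbered 1781 in Ts6, 1427 in Ts8, 2044 in Ts11 and 1492 in Ts15 mESC, and downregulated genes 1453, 1606, 1301 and 1114. The counts of upregulated genes in Ts11 and Ts15 mESCs are higher than the paper's, which come from DESeq2. For Ts6 mESC the paper's supplement lists 1444 upregulated and 1221 downregulated genes, of which 1444 and 1209 were called here. The trisomic chromosome held 22.7% of the upregulated genes in Ts6, 35.9% in Ts8, 36.9% in Ts11 and 17.6% in Ts15 mESC. In Ts6 mESC, genes of other chromosomes that rose included Slc11a1, a metal ion transporter on chromosome 1 from 74375202 to 74386051 of mm10 (log2 fold change 2.30, standard error 0.157, edgeR adjusted p = 2.58e-12), the citrate transporter Slc13a5 (2.22), Atp1b2, a subunit of the sodium pump (1.83), and the autophagy receptor Calcoco2 (1.49). On chromosome 6 itself there were the protease inhibitor A2m (2.49), the transcription factor Mitf (1.79) and the ganglioside synthase St8sia1 (1.66), and Rtkn fell by 0.79 on the log2 scale from 16.7 ± 1.2 to 9.65 ± 0.71 CPM (SD, n = 3). Falls in Ts6 mESC outside chromosome 6 included those of the Y-linked genes Uty (-5.76), Eif2s3y (-5.25) and Ddx3y (-4.62), which have close copies on chromosome X, and of Zscan4b (-2.92) and Zscan4a (-2.55), which belong to a family of near-identical copies that may share reads. In Ts8 mESC, Nxf3, an X-linked member of a family of RNA export factors, rose by 2.24 (standard error 0.0933, edgeR adjusted p = 1.74e-16) and A2m by 2.18 on the log2 scale. Enpp2, which makes lysophosphatidic acid, had a log2 fold change of -2.64 (standard error 0.155, edgeR adjusted p = 2.65e-13) and the interferon-induced Oasl2 -1.86, beside -4.64 for Uty, -3.96 for Eif2s3y and -3.60 for Ddx3y. On chromosome 8 itself, Zmat4 rose by 1.84, the cell surface protein Tenm3 by 1.51 and the neuronal tubulin Tubb3 by 1.25, and against the direction of the chromosome Bst2, induced by interferon, had a log2 fold change of -1.35 and the cadherin Cdh11 -0.95. Cdh11 is also high in fibroblasts, whose markers were lower in Ts8 mESC, with Col1a1 at 497.9 ± 75 CPM in WT and 260.5 ± 21 CPM in Ts8 mESC (SD, n = 3). With limma on log2(FPKM + 0.5) and the sequencing lane as a covariate, upregulated and downregulated genes numbered 1576 and 1362 in Ts6 and 660 and 565 in Ts8 mESC. No library of Ts8 lay in the lane of the WT libraries, so its lower counts do not show which calls come from the lane.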

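In Ts11 mESC, 4 X-linked genes were among those of other chromosomes that rose, Xlr3a (log2 fold change 3.76, standard error 0.158, edgeR adjusted p = 1.03e-16), which has near-identical copies that may share reads, the Polycomb gene Scml2 (2.83), the deubiquitinase Usp26 (2.43) and Nxf3 (2.43). On chromosome 11 itself, Slc13a5 rose from 6.28 ± 1.63 CPM in WT to 23.8 ± 0.059 CPM (SD, n = 3) and Atp1b2 by 1.36 on the log2 scale, while Cobl, an actin nucleator, fell from 336.6 ± 0.36 to 232.6 ± 11.7 CPM, a log2 fold change of -0.53. Falls included those of Eif2s3y (-4.96), Uty (-4.45), Ddx3y (-4.28), Zscan4b (-2.18) and Zscan4a (-2.06). In Ts15 mESC, the endocytic receptor Cubn rose by 2.60 on the log2 scale (standard error 0.147, edgeR adjusted p = 2.76e-13), the homeobox gene Rhox5 by 1.91, the chaperone clusterin (Clu) by 1.79, Xlr3a by 1.63 and the imprinted gene Peg10 by 1.52, from 221.9 ± 6.15 to 636.5 ± 12.1 CPM (SD, n = 3). On chromosome 15 itself, Dab2, an adaptor of endocytosis, rose by 1.50 and the retinoic acid receptor Rarg by 1.17. The transcription factor Sox21 (-1.29), the Hedgehog receptor Ptch1 (-1.29), the protease inhibitor Spink1 (-1.26), Ly75 (-1.14) and Celsr3 (-1.12) fell in Ts15 mESC. The histone gene Hist1h2ab, whose copies may share reads, had log2 fold changes of 3.36 in Ts8 and 3.00 in Ts11 mESC with the highest standard errors of the genes named, 0.631 and 0.639. In 45.8%, 45.6%, 47.6% and 43.9% of the genes tested in Ts6, Ts8, Ts11 and Ts15 mESCs, all 3 libraries of the line lay on 1 side of all 3 WT libraries, which chance gives in 10% of genes. With the sequencing lane as a covariate in limma on log2(FPKM + 0.5), upregulated and downregulated genes numbered 775 and 447 in Ts11 and 340 and 186 in Ts15 mESC, and the calls of Hist1h2ab in Ts8 and Ts11 were lost. No library of Ts11 or Ts15 lay in the lane of the WT libraries. The lower counts in these lines therefore do not show which calls come from the lane. Markers of fibroblasts were higher in both lines, with Col1a1 at 633.1 ± 100.0 CPM in Ts11 and 760.6 ± 130.0 CPM in Ts15 mESC (SD, n = 3).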

Interestingly, the average upregulation of the genes on the trisomic chromosomes was slightly less than the expected 1.5‐fold (three copies vs. two copies) (Figure 5A), suggesting moderate dosage compensation of the genes on the trisomic chromosomes in mESCs.^68^, ^69^ However, studies using other cell lines and tissues have shown an expected expression increase of 1.5‐fold for trisomic chromosomes.^70^, ^71^ Reconciling these differences needs further studies in more cell types and aneuploidy context.

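The median fold of the genes on the trisomic chromosome lay under 1.5 in all 12 trisomic libraries. It was 1.438 ± 0.017 (SD, n = 3 libraries) for chromosome 6 in Ts6, 1.438 ± 0.02 for chromosome 8 in Ts8, 1.39 ± 0.012 for chromosome 11 in Ts11 and 1.281 ± 0.0049 for chromosome 15 in Ts15 mESC. Single libraries ranged from 1.419 to 1.453 in Ts6, from 1.424 to 1.461 in Ts8, from 1.383 to 1.404 in Ts11 and from 1.276 to 1.286 in Ts15 mESC. The two-sided exact permutation test against the 3 WT libraries gave p = 0.1 for each line, the smallest p that 3 libraries against 3 allow. Genes on 1 chromosome differed widely, with quartiles of the fold at 1.24 and 1.62 in Ts6, 1.28 and 1.62 in Ts8, 1.25 and 1.57 in Ts11, and 1.16 and 1.43 in Ts15 mESC. Genes above 1.5 made up 40.4% of the chromosome in Ts6, 41.5% in Ts8, 33.4% in Ts11 and 18.2% in Ts15 mESC. The folds were scaled to the median of the genes on chromosomes other than 6, 8, 11 and 15. A fold of 1.5 planted in simulated counts of 314 genes of higher level on chromosome 6, with a fixed spread, was recovered as 1.481. The genes of lower level among the 565 of chromosome 6 in Ts6 mESC were left out of this check. Total Hi-C contacts of the trisomic chromosome also lay under 1.5 times those in WT mESC, at 1.29 in Ts6, 1.38 in Ts8, 1.25 in Ts11 and 1.25 in Ts15 mESC. Fibroblast markers had a median log2 fold change of -0.41 in Ts6, -0.89 in Ts8, 0.29 in Ts11 and 0.58 in Ts15 mESC. The fold of the trisomic chromosome was thus lower in the lines with higher markers, and the part of feeder RNA in these folds was not measured. Copies per cell were not counted here either, so the size of any compensation per copy is not known. The paper proposes moderate dosage compensation of the genes on the trisomic chromosomes from an average upregulation under the ratio of 3 copies to 2.

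**Figure D3:**
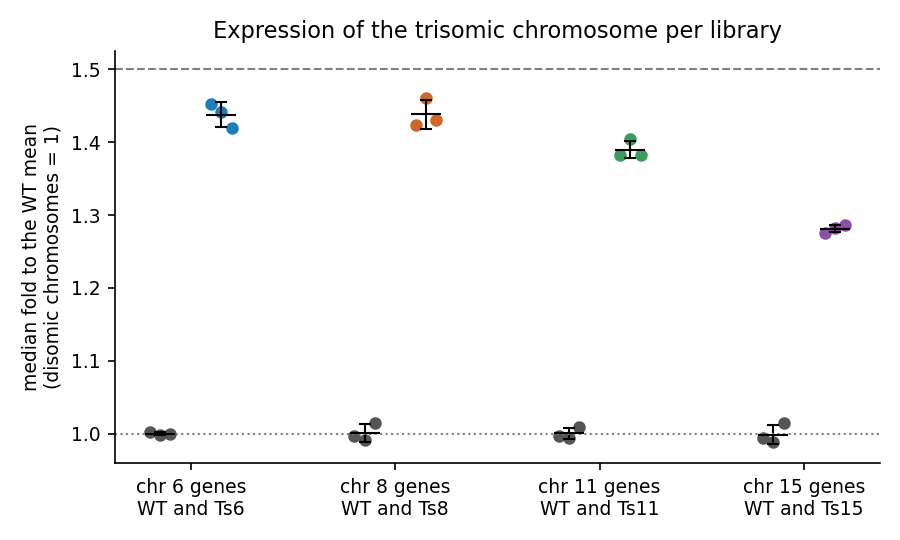
Median fold of the genes on the trisomic chromosome in each RNA-seq library, for 3 WT and 3 trisomic libraries per line, with mean and SD. The dashed line marks 1.5, and the trisomic libraries lie between 1.276 and 1.461, under that line and above the WT libraries.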

**FIGURE 5:**
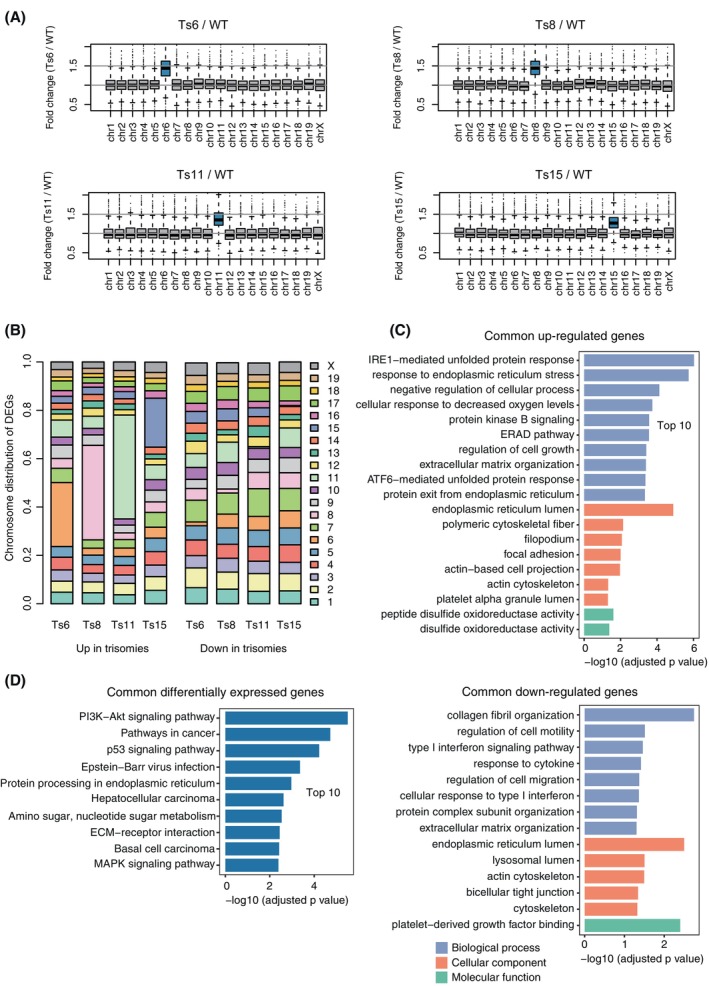
Transcriptional upregulation of trisomic chromosomes. (A) The distribution of expression fold changes between trisomic and WT mESCs of the genes on each chromosome. Genes whose FPKMs less than 1 in both comparing samples are not included. (B) The distribution of differentially expressed genes (DEGs) on different chromosomes. (C). Gene ontology (GO) enrichment analysis of shared up‐ and downregulated genes in trisomic relative to WT mESCs. (D) KEGG pathway enrichment analysis of shared differentially expressed genes in trisomic relative to WT mESCs. KEGG, Kyoto Encyclopedia of Genes and Genomes; mESC, mouse embryonic stem cell; WT, wild‐type.

We then investigated whether there are commonly dysregulated genes across the trisomic mESCs. We identified more than 900 genes that were upregulated in at least two of the four trisomic mESCs compared with WT mESC (1.2‐fold, adjusted *p* value < 0.05) and more than 900 shared downregulated genes (Figure S5C; Supplementary File 3). This filtering method depletes upregulated genes specific to a particular trisomic chromosome and enriches globally dysregulated genes shared across different trisomic mESCs. 

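Genes upregulated in at least 2 of the 4 trisomic mESCs numbered 1303, of which 1070 were upregulated in 2 lines, 205 in 3 and 28 in 4. Shared downregulated genes numbered 1220, with 985, 209 and 26 in 2, 3 and 4 lines. Among the genes upregulated in all 4 lines, Nxf3 had log2 fold changes of 1.41 in Ts6 and 1.17 in Ts15 mESC, beside its rises in Ts8 and Ts11 mESCs, and Cyct, a testis form of cytochrome c, had 1.28 in Ts6, 0.79 in Ts8, 1.03 in Ts11 and 0.95 in Ts15 mESC. Hormad2, a meiotic chromosome protein, had 1.28, 0.69, 1.49 and 1.26, and its call in Ts8 mESC was lost with the sequencing lane as a covariate, as was that of Cyct in Ts15 mESC. Scml2 and the metallothionein Mt3 were also called in all 4 lines, but the call of Scml2 in Ts8 mESC (0.46, edgeR adjusted p = 0.0386) did not hold with DESeq2, and Mt3 stood at 1.07 CPM in WT mESC. Among the genes downregulated in all 4 lines, Spink1 had log2 fold changes of -0.93 in Ts6, -1.34 in Ts8 and -1.81 in Ts11 mESC, and Ptch1 had -0.27, -0.77 and -1.59, with the call in Ts6 lost when a WT or a Ts6 library was left out. The long noncoding RNA Platr7 had -1.68, -0.59, -0.68 and -0.80 in Ts6, Ts8, Ts11 and Ts15 mESCs, DQ267100 stood at 1.55 CPM in WT mESC, and the call of Uty in Ts15 mESC (-0.34) did not hold with DESeq2. Of fixed lists, 14 of 16 genes of the 2-cell-like state were shared downregulated and 0 upregulated, and 26 of 40 genes of the type I interferon response were shared downregulated and 8 upregulated. Of 36 fibroblast markers, 22 were shared downregulated, from Ts6 and Ts8 mESCs, and 16 shared upregulated.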

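The lines shared calls unevenly. Ts11 and Ts15 mESCs had 563 upregulated genes in common, beside 229.6 for independent lists, and 390 downregulated genes, beside 120.4. Ts6 and Ts8 mESCs had 522 downregulated genes in common, beside 195.3, and 302 upregulated genes, beside 194.4. Ts6 and Ts11 mESCs had 397 upregulated and 324 downregulated genes in common, beside 275.4 and 158.1, and Ts8 and Ts11 mESCs 272 and 221, beside 218 and 174.5. Ts6 and Ts15 mESCs had 177 and 157 in common, beside 195.5 and 135.7, and Ts8 and Ts15 mESCs had 142 and 154, beside 153.6 and 149.8. Between Ts8 and Ts15 mESCs, 545 genes were downregulated in Ts8 and upregulated in Ts15, and 165 were upregulated in Ts8 and downregulated in Ts15. All 4 comparisons use the same WT libraries. In 10 simulations of lines with unrelated changes against shared WT libraries, 832 genes were shared upregulated on average (highest 864) and 637 shared downregulated (highest 667). Overlaps of 2 lines were 1.09 and 1.12 times those of independent lists. These simulations called 10160 pairs of gene and line on average, fewer than the data gave. Their shared counts therefore cannot be set directly beside those of the data. In limma on log2(FPKM + 0.5) with the sequencing lane as a covariate, 464 genes were shared upregulated and 456 shared downregulated. Of the trisomic lines only Ts6 had libraries in the lane of WT, so these lower counts do not show which shared calls come from the lane. With the p-values of the authors' deposited tables, adjusted over the same genes, 953 genes were shared upregulated and 963 shared downregulated. These lie nearer to the paper's shared counts than the higher counts from edgeR do.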

The shared upregulated genes were enriched with gene ontology (GO) terms such as ‘unfolded protein response’, ‘response to endoplasmic reticulum stress’ and ‘response to decreased oxygen levels’ (Figure 5C; Supplementary File 4), consistent with the stresses and energy costs of extra translation, protein folding and protein degradation in trisomic mESCs.^72^ 

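Among genes of protein folding and degradation in the endoplasmic reticulum (ER), the called genes were upregulated in Ts6, Ts11 and Ts15 mESCs and downregulated in Ts8 mESC, apart from 1 downregulated gene in Ts6 mESC. Of the ER chaperones and folding enzymes tested outside the trisomic chromosome, 12 of 21 were upregulated in Ts6 (13 when adjusted over the list alone), 18 of 20 in Ts11 (18 adjusted over the list alone) and 8 of 20 in Ts15 mESC (8 adjusted over the list alone), with 0 downregulated, and in Ts8 mESC 0 of 21 were upregulated and 7 downregulated (7 adjusted over the list alone). The chaperone Hspa5 (BiP) had log2 fold changes of 0.55 in Ts6, 0.80 in Ts11 and 0.42 in Ts15 mESC, and Hyou1 had 0.50 in Ts6 and 0.92 in Ts11 mESC. The disulfide isomerase Pdia4 had 1.24 in Ts6, where it lies on the trisomic chromosome, 0.40 in Ts15 and -0.50 in Ts8 mESC, and P4hb, on chromosome 11, had 1.05 in Ts11 mESC. In limma's camera test with a preset correlation of 0.01, the list was called in Ts6 (adjusted p = 5.87e-08), Ts8 (0.00427), Ts11 (1.49e-18) and Ts15 mESC (9.94e-07), and it held in Ts11, with adjusted p = 0.0122 with an estimated correlation, but not in Ts6 (adjusted p = 0.0724 with an estimated correlation), Ts8 (0.269) or Ts15 mESC (0.0943). Of XBP1 targets and genes of ER-associated degradation, 11 of 30 were upregulated and 1 downregulated in Ts6, 15 of 27 and 0 in Ts11, 5 of 31 and 0 in Ts15, and 0 of 29 and 4 in Ts8 mESC, and adjusted over the list alone the counts were the same apart from 4 upregulated in Ts15 mESC. Herpud1, an ER membrane protein of this pathway, had log2 fold changes of 1.28 in Ts6, 1.75 in Ts11 and 1.00 in Ts15 mESC, and Edem1 had 1.00 in Ts6, on the trisomic chromosome, and 0.73 in Ts11 mESC. This list was called by limma's camera test in Ts6, Ts11 and Ts15 mESCs (adjusted p = 0.000274, 2.47e-11 and 0.013) but not in Ts8 mESC (0.0743), with adjusted p = 0.0455, 0.00444, 0.125 and 0.268 with an estimated correlation. Among the shared upregulated genes were 15 of 22 ER chaperones and 14 of 32 XBP1 targets, and 0 of either list were among the shared downregulated genes. Fibroblast markers moved with these lists in Ts8, Ts11 and Ts15 mESCs, with 31 of 35 downregulated in Ts8, 14 of 33 upregulated in Ts11 and 33 of 36 upregulated in Ts15 mESC, and against them in Ts6 mESC, with 21 of 32 downregulated.

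**Figure D4:**
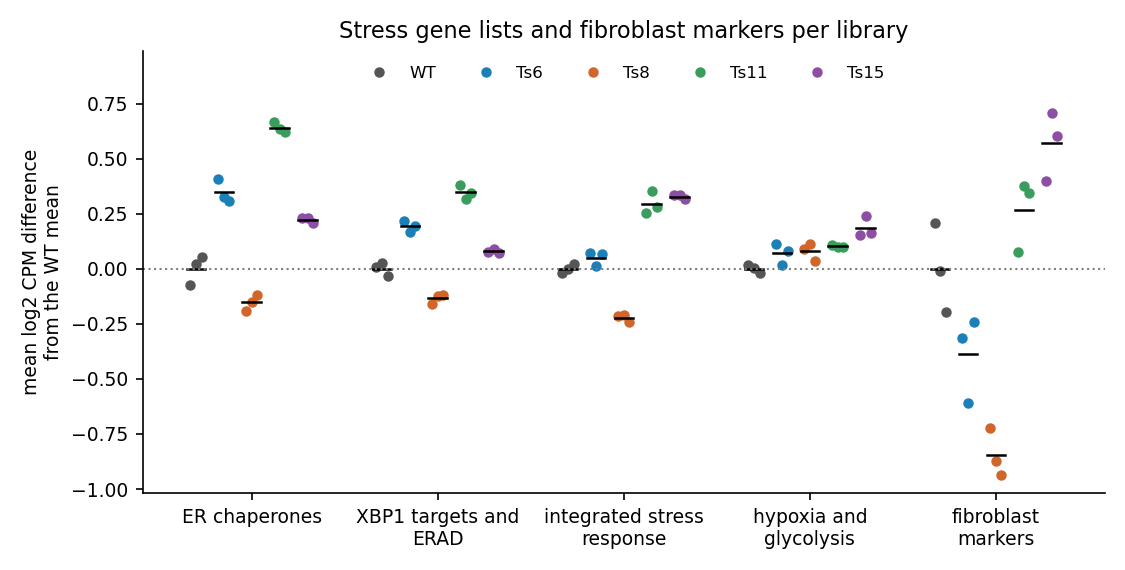
Mean log2 CPM difference from WT of each stress list in each library, with 3 libraries per line as points and their mean as a bar. The ER chaperones lie highest in Ts11, at a mean of 0.64, and below 0 in Ts8 mESC, at a mean of -0.15.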

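Targets of ATF4 and CHOP, the transcription factors of the integrated stress response, were upregulated in 14 of 32 cases in Ts11 and 12 of 33 in Ts15 mESC, with 0 and 1 downregulated, and in Ts8 mESC 0 of 30 were upregulated and 11 downregulated. In Ts6 mESC 6 of 32 were upregulated and 4 downregulated, and adjusted over the list alone 13 were upregulated in Ts15 and 5 downregulated in Ts6 mESC, with no other count changed. The stress-induced regulator Nupr1 had log2 fold changes of 1.08 in Ts11 and 1.16 in Ts15 mESC, the pseudokinase Trib3 0.75 in Ts6 and 0.74 in Ts11 mESC, and Pck2 -0.66 in Ts8 mESC. Atf4 itself had 0.53 in Ts6 and 0.64 in Ts15 mESC, where it lies on the trisomic chromosome. This list was called by limma's camera test in Ts8 (adjusted p = 0.00081), Ts11 (5.33e-07) and Ts15 (4.25e-09) but not in Ts6 mESC (0.811), and it held in Ts15, with adjusted p = 0.0266 with an estimated correlation, beside 0.131 in Ts8 and 0.0595 in Ts11 mESC. Of genes of the hypoxia response and glycolysis, 9 of 35 were upregulated and 5 downregulated in Ts6, 10 of 39 and 5 in Ts8, 7 of 37 and 3 in Ts11, and 11 of 39 and 2 in Ts15 mESC, the same when adjusted over the list alone. The glucose transporter Slc2a1 had a log2 fold change of 0.53 in Ts6, the glycolytic enzyme Pgk1 0.48 in Ts8 and 0.38 in Ts15, the mitophagy receptor Bnip3 0.86 in Ts8, and the lactate transporter Slc16a3 0.82 in Ts15 mESC. The hypoxia list was called by limma's camera test in Ts8, Ts11 and Ts15 mESCs (adjusted p = 0.00934, 0.0186 and 6.98e-05) but not in Ts6 (0.551), and in none of these 3 lines with an estimated correlation (adjusted p = 0.287, 0.294 and 0.125 with an estimated correlation). The shared upregulated genes held 12 of 34 targets of the integrated stress response and 15 of 41 genes of the hypoxia list, and the shared downregulated genes 2 of each. Fibroblast markers moved in the direction of the integrated stress response list in Ts8, Ts11 and Ts15 mESCs and of the hypoxia list in Ts11 and Ts15 mESCs, with Col1a1 at 497.9 ± 75 CPM in WT, 260.5 ± 21 in Ts8, 633.1 ± 100.0 in Ts11 and 760.6 ± 130.0 CPM in Ts15 mESC (SD, n = 3). The paper relates the enriched terms of the shared upregulated genes to the stress and energy cost of added translation, folding and degradation of proteins.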

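Among the shared genes, 10 of 35 targets of the tumour suppressor p53 were upregulated and 2 downregulated, 3 of 37 genes of DNA replication were upregulated and 1 downregulated, and 1 of 31 genes of mitosis was upregulated and 3 were downregulated. By line, p53 targets outside the trisomic chromosome were upregulated and downregulated in 1 and 18 of 31 cases in Ts6, 6 and 3 of 33 in Ts8, 8 and 2 of 31 in Ts11, and 8 and 2 of 35 in Ts15 mESC, and adjusted over the list alone the counts were the same apart from 2 upregulated in Ts6 mESC. The cell cycle inhibitor Cdkn1a had log2 fold changes of 0.39 in Ts8, 0.63 in Ts11 and 0.52 in Ts15 mESC, and Mdm2, the ubiquitin ligase of p53, had 0.50 in Ts11 and 0.35 in Ts15 mESC. In Ts6 mESC the kinase Plk2 had -0.77 and Zmat3 -0.52, while Tigar and Gadd45a, on the trisomic chromosome, had 0.96 and 0.98. In limma's camera test the p53 list was called in Ts6 mESC (adjusted p = 1.71e-08, and adjusted p = 0.0131 with an estimated correlation) and in none of Ts8, Ts11 and Ts15 mESCs (0.531, 0.126 and 0.0931). Fibroblast markers moved in the same direction in Ts6 mESC, with 21 of 32 downregulated and a median log2 fold change of -0.41. DNA replication genes were upregulated in 9 of 36 cases in Ts6 mESC (Cdc6 0.61 on the log2 scale) and downregulated in 10 of 36 in Ts11 mESC (Mcm5 -0.51), calls that limma's camera test lost with an estimated correlation (adjusted p = 0.294 and 0.265 with an estimated correlation). KEGG pathways were not tested here.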

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed that the shared dysregulated genes were enriched with cancer‐related pathways (Figure 5D), consistent with enhanced teratoma formation capacity of these trisomic mESCs.^44^ These results confirm that trisomic chromosomes impact the transcriptome mainly through dosage effects,^73^ but elicit global transcriptome changes that contribute to common cellular phenotypes of aneuploid cells.^18^

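Fold changes of genes outside chromosomes 6, 8, 11 and 15 were correlated to different degrees between the lines. Across 9219 genes, r was 0.521 between Ts11 and Ts15, 0.396 between Ts6 and Ts11, 0.363 between Ts6 and Ts8, 0.203 between Ts8 and Ts11, 0.118 between Ts6 and Ts15, and 0.0043 between Ts8 and Ts15 mESCs. Genes are not independent replicates, and all lines are compared with the same 3 WT libraries, whose error alone gave a mean covariance of 0.0174 in 10 simulations of unchanged lines and 0.0175 in 10 simulations of lines with unrelated changes (r = 0.126). The covariance of the log2 fold changes was 0.0670 between Ts11 and Ts15, 0.0690 between Ts6 and Ts11, 0.0636 between Ts6 and Ts8, 0.0305 between Ts8 and Ts11, 0.0177 between Ts6 and Ts15 and 0.0006 between Ts8 and Ts15 mESCs. Of the 36 fibroblast markers tested, 28 are among these genes. Most of the markers fell in Ts6 and Ts8 and rose in Ts15 mESC. From the shared genes and their enriched terms and pathways, the paper concludes that trisomic chromosomes act on the transcriptome mainly through dosage and also elicit global changes.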

## 3 DISCUSSION

Aneuploidy frequently occurs in both cancer and developmental disorders like Down syndrome, where its functional consequences implicated in dosage effects on gene expression and global perturbation of stress response and cell proliferation pathways.^7^, ^74^ However, how aneuploidy affects spatial genome organization remains less understood. Previous imaging studies of chromosome territories lacked gene‐level resolution,^34^, ^75^, ^76^ while Hi‐C studies of cancer cells measure 3D genome alterations due to not only aneuploidy but also other types of genomic aberrations.^37^, ^42^ In this study, we utilized isogenic WT and trisomic mESCs to minimize the confounding effects arising from different genetic backgrounds and diverse types of mutations observed in cancer cells. This approach allows us to better detect the specific effects of trisomy on spatial genome organization.^43^, ^65^

Consistent with previous studies,^73^ we observed the transcriptional upregulation of trisomic chromosomes. This primary dosage effect due to trisomy may cause secondary transcriptional changes through trans‐acting factors and proteomic stress response.^77^, ^78^ This observation offers an explanation for the shared dysregulated pathways and phenotypes across different trisomic cells.^18^, ^44^ Previous imaging studies of trisomic cells reported chromosome compaction in either trisomic chromosomes^34^ or disomic chromosomes.^65^ Using coupled chromosome painting and nascent RNA imaging in single cells, we observed contracted chromosome volume concomitant with weakened transcriptional activity for chromosome 8 in Ts8 mESC compared with WT mESC, but no significant radial relocation of chromosome territories in Ts8 mESC (Figure 6). Further studies are warranted to demonstrate whether such chromosome compaction is a characteristic feature of other aneuploid chromosomes or cell types, and how they are related to the moderate dosage compensation observed in trisomic chromosomes.

**FIGURE 6:**
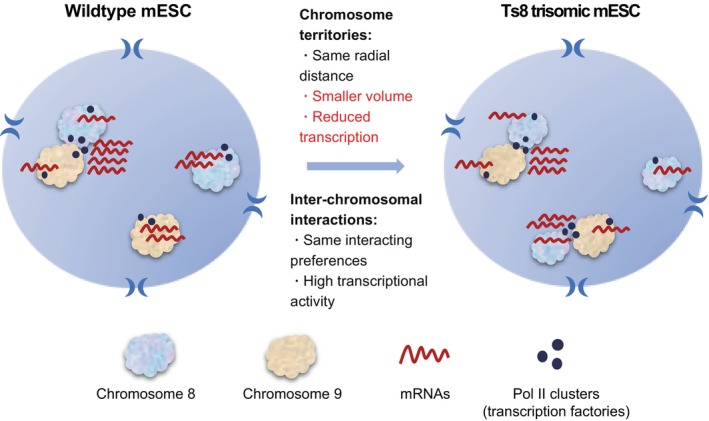
Chromosome territories, inter‐chromosomal interactions and gene transcription in WT and trisomic mESCs. Hi‐C, RNA‐seq and imaging data showed reduced chromosome volume of both trisomic and disomic chromosomes. Radial location of chromosomes and inter‐chromosomal interaction preferences were retained in trisomic mESCs, and chromosome intermingling regions were associated with active transcription in both WT and trisomic mESCs. mESC, mouse embryonic stem cell; WT, wild‐type.

Using Hi‐C experiments, we investigated the effect of trisomy on chromatin structures and interactions. Our findings indicate that trisomy does not alter spatial genome structures at the TAD boundary, TAD strength and A/B compartment level. Inter‐chromosomal interaction preferences, as derived from Hi‐C data, remain similar between WT and trisomic mESCs. Importantly, we identified a correlation between inter‐chromosomal interactions and chromatin regions characterized by high gene density, active histone modifications and high transcription levels. This observation is consistent with the recent finding that chromosome intermingling regions and inter‐chromosomal interaction hubs are associated with active transcription.^48^, ^57^ Our findings from coupled chromosome painting and nascent RNA imaging, along with other studies, support that chromosome intermingling regions are associated with higher transcription activities.^79^ Notably, transcription factories have been implicated in promoting inter‐chromosomal interactions through co‐transcription of multiple chromosomal regions.^80^, ^81^ The advancement of multi‐modal imaging techniques and multi‐way interaction sequencing holds promise for elucidating the spatial relationships of various nuclear bodies with respect to chromosome territories and their roles in inter‐chromosomal interactions and RNA biogenesis.^48^, ^82^, ^83^

In summary, we have studied the effect of trisomy on spatial genome organization using an integrated sequencing and imaging approach. Our multi‐modal approach and data resources will facilitate further investigations into the functions and disease relevance of aneuploidy.

## 4 MATERIALS AND METHODS

### 4.1 Cell cultures

WT and trisomic mESCs were cultured on a layer of γ‐irradiated mouse embryonic fibroblasts (i‐MEFs) in KnockOut DMEM (Gibco, 10829018) supplemented with 15% fetal bovine serum (FBS; Sigma, F4135), 1000 U/mL leukaemia inhibitory factor (LIF; ESG1107), 2 mM GlutaMAX‐1 (Gibco, 35050061), 1% non‐essential amino acids (NEAA) (Gibco, 1140050) and 100 μM β‐mercaptoethanol (Gibco, 21985023). Cells were cultured at 37°C in a 5% CO_2_ incubator, and were dissociated into single‐cell suspension with 0.05% Trypsin–EDTA (Gibco, 25300062) at 37°C for 10 min. For the following RNA‐seq and Hi‐C experiments, cells were then sedimented in the cell culture dishes for 30 min to remove the feeder cells.

### 4.2 RNA‐seq experiments

Total RNA of WT and trisomic mESCs was isolated following the TRIzol RNA extraction method, and poly(A) based mRNA enrichment was performed. Then mRNA was fragmented and cDNA was synthesized from mRNA library. RNA‐seq library was prepared following DNA end repair, dATP tailing, adapter ligation and PCR.

### 4.3 Hi‐C experiments

Hi‐C experiment was performed following the in situ Hi‐C protocol.^28^ Briefly, mESCs were digested and crosslinked in 1% formaldehyde solution for 10 min at room temperature, and the reaction was quenched in 0.2 M glycine solution for 5 min. Cell pellet was washed with phosphate‐buffered saline. Crosslinked cells were lysed in ice‐cold Hi‐C lysis buffer and treated with SDS. SDS was then quenched with Triton X‐100. Chromatin was digested with *Mbo*I restriction enzyme and digested overhang was labelled with biotin‐14‐dATP. DNA fragments were ligated. After that, crosslinking was reversed and DNA was purified. DNA was sheared to 300–500 bp and biotin‐labelled DNA was enriched using Dynabeads MyOne Streptavidin T1 beads. The following library construction steps were performed on beads. Briefly, sheared DNA ends were repaired and ligated with dATP tailing. Then Illumina adapters were ligated to DNA fragments and 8–10 cycles of PCR was performed. Finally, PCR products were purified and size‐selected using AMPure beads for Illumina sequencing.

### 4.4 RNA‐seq data analysis

All RNA‐seq reads were aligned to mouse mm10 reference genome using Hisat2^84^ with default parameters and assigned to each gene using the summarizeOverlaps function in Bioconductor.^85^ Low FPKM values were usually experimental or sequencing noise rather than truly expressed genes, so genes whose FPKM values less than 1 in both comparing samples were removed and not included in the downstream analysis.^86^ DESeq2^87^ was used to identify differentially expressed genes (FDR <0.05, fold change >1.2). Differentially expressed genes in at least two trisomic mESCs compared with WT mESC were regarded as shared differentially expressed genes. Enrichr was used to perform GO and KEGG pathway enrichment analysis.^88^

### 4.5 Hi‐C data pre‐processing

Hi‐C pre‐processing was performed using the HiC‐Pro pipeline.^89^ Briefly, sequencing reads were aligned to the mouse mm10 reference genome using the two‐step mode. Unaligned read pairs, singletons and multiple aligned read pairs were discarded. Uniquely mapped read pairs were mapped to *Mbo*I restriction fragments. Then, the invalid read pairs and PCR duplicates were removed. Valid read pairs were used to build Hi‐C contact maps. For the following steps, Hi‐C raw matrices were used for inter‐chromosomal interaction analysis, and ICE^45^ normalized matrices were used for intra‐chromosomal interaction analysis, such as A/B compartment and TAD calling.

### 4.6 Inter‐chromosomal proximity score

Inter‐chromosomal proximity scores were computed as the log_2_ ratio between the observed and expected pairwise inter‐chromosomal interactions. The calculation of expected inter‐chromosomal interactions was modified following Lieberman‐Aiden et al.^25^ First, we calculated the expected proportion of pairwise inter‐chromosomal interactions R_i,j_ = (*N*_i_/*N*)*(*N*_j_/*N*), where *N*_i_ is the total number of observed inter‐chromosomal interactions involving chromosome i, and *N* is the total number of all inter‐chromosomal interactions. This calculation generated an n*n matrix of expected proportions of pairwise inter‐chromosomal interactions, whose diagonal elements are all 0 and the matrix sum R_sum_ is less than 1 (*n* is the number of chromosomes). Then, the expected proportion matrix R was normalized to make the matrix sum equal to the sum of the observed inter‐chromosomal interaction matrix and get the expected inter‐chromosomal interaction matrix E_i,j_ = R_i,j_/R_sum_*O_sum_, where R_sum_ is the sum of expected proportion matrix, and O_sum_ is the sum of the observed inter‐chromosomal interaction matrix. Then, the inter‐chromosomal proximity scores P_i,j_ were computed as the log_2_ ratio between the observed and expected pairwise inter‐chromosomal interactions, P_i,j_ = log_*2*_(O_i,j_/E_i,j_), where O_i,j_ is the observed inter‐chromosomal interactions between chromosome i and chromosome j.

### 4.7 CNV detection from Hi‐C data

CNVkit^90^ was used to detect CNV from Hi‐C data. Using WT mESC data as reference, the whole‐genome sequencing mode was used to detect copy number changes of each trisomic sample relative to WT.

### 4.8 A/B compartment analysis

A/B compartments were detected using R package HiTC.^91^ Briefly, principal component analysis was performed on the correlation matrices generated from the observed/expected interaction matrices (ICE‐normalized, resolution: 500 kb). The average gene density was calculated for the regions with negative and positive principal component 1, respectively. The regions with higher and lower gene density were assigned as compartments A and B, respectively. For the calculation of A/B compartment segregation score, contacts within 2 Mb were removed since they usually correspond to interactions within TADs.^92^

### 4.9 TAD analysis

TADs were identified using Perl script matrix2insulation.pl.^47^ Briefly, ICE‐normalized 40‐kb interaction matrices were used to calculate insulation scores for each 40‐kb bin. The local minimums of insulation scores were regarded as TAD boundaries, and regions between TAD boundaries were regarded as TADs. TADs smaller than 200 kb were removed for subsequent analysis.

### 4.10 ChIP‐seq data analysis

Sequencing reads were aligned to the mouse mm10 reference genome. Read pairs with mapping quality lower than 10 and PCR duplicates were discarded. MACS2 was used to call signal peaks.^93^

### 4.11 Nascent RNA labelling and chromosome painting

The nascent RNA was labelled with metabolic transcription by directly adding uridine analogues 5‐Ethynyluridine (5‐EU, Abcam #ab146642) for a time pulse.^94^, ^95^, ^96^ The 5‐EU labelling of nascent RNA enables microscopic analysis of the distribution of labelled RNA and monitors the dynamics of transcription. The 5‐EU is taken up by cells, converted to nucleotide phosphates, and then incorporated into nascent RNAs by all three RNA polymerases. In the subsequent analysis, we analysed the overlapping regions of nascent RNA and DNA, thus excluding the nascent rRNAs in the nucleoli. The 5‐EU was connected to the fluorophore Alexa 647 with the Click reaction (Click‐iT® EU Alexa Fluor® 647 Imaging Kit, ThermoFisher #C10640). When mESCs reached 70%–80% confluence on the coverslips, Alexa 647‐5‐EU was added to the culture medium at the concentration of 1 mM for 1 h. After that, cells were fixed with a mixture of methanol and acetic acid (3:1) under −20°C for 20 min.^66^ Then the samples were labelled with commercial multicolour FISH probes for specific mouse chromosomes (XMP 8/9/12, MetaSystems) and proceeded following established FISH procedures.^66^

### 4.12 Image acquisition

The 3D stack images were taken on a high‐resolution spin‐disk confocal microscope (Dragonfly), with 0.4 μm step size by 100× oil immersion objective. For each cell line, we selected approximately 30 fields of view (FOVs), with the number of cells between 1 and 10 cells per FOV. The signals of the nascent RNA (Alexa 647‐5‐EU) were excited with a 647 nm laser, the signals of chromosome 9 (XMP 9 Orange) and chromosome 12 (XMP 12 Orange) were acquired with 561 nm channel, the signals of chromosome 8 (XMP 8 Green) were acquired with 488 nm channel, and the signals of nucleus (ProLong® Diamond Antifade Mountant with DAPI) were acquired with 405 nm channel.

### 4.13 Image data analysis

The reconstructed 3D rendering from raw images was implemented in Imaris (9_2_0). According to the spatial distribution of signal intensity, the signals of nucleus and chromosomes were masked and quantified with item cell and nucleus, respectively, and the signals of nascent RNA spots were masked and counted with item vesicles. In this way, quantitative information such as their 3D morphology, location, quantity and intensity can be obtained. Then, we exported the spatial statistics of these features for down‐stream statistical analysis. To remove the variation due to the size of cells, we normalized the feature statistics relative to the diameter/volume of the nucleus.

## AUTHOR CONTRIBUTIONS

C.L., Y.S. and Y.H. designed and supervised the study. M.L. and R.X. performed sequencing experiments and data analysis. J.Y. performed imaging experiments and data analysis. M.Z. generated the mESC cell lines and prepared the biological samples. Y.L., J.H., T.L. and P.W. participated in data analysis and interpretation. M.L., J.Y., M.Z. and C.L. wrote the manuscript. All authors revised and approved the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** Quality and reproducibility of Hi‐C data. (A) The relationship between contact probability and genomic distance in all the 14 replicate samples (3 replicates each for WT, Ts6, Ts8, Ts11 mESCs and 2 replicates for Ts15 mESC). (B) Pearson's correlation coefficient matrix of genome‐wide raw interaction matrices (bin resolution: 1 Mb). (C) Scatter plot of genome‐wide raw interaction matrices for WT mESC and E14 cell line (bin resolution: 1 Mb). Pearson's correlation coefficients are displayed in the figure. (D) Representative Hi‐C raw interaction matrices of WT mESC and E14 cell line (bin resolution: 100 kb, sequencing‐depth normalized). (E) Hi‐C interaction matrices of chromosome 8 in WT, Ts6, Ts8, Ts11 and Ts15 mESCs (bin resolution: 100 kb, ICE‐normalized) and differential interaction matrices between sample pairs.

**Figure S2.** Copy number effect and inter‐chromosomal interactions from Hi‐C data. (A) Genome‐wide Hi‐C raw interaction matrices of WT and trisomic mESCs (bin resolution: 1 Mb, sequencing‐depth normalized). Below the heatmaps are column sums of corresponding genomic bins. Trisomic chromosomes have increased interactions with other chromosomes due to the extra copy of a chromosome. (B) Chromosome copy numbers in the trisomic mESCs relative to WT mESC, inferred from Hi‐C sequencing data. (C) The total number of inter‐chromosomal interactions for each chromosome in WT and trisomic cells (sequencing‐depth normalized). As indicated by the arrowheads, trisomy results in relatively increased inter‐chromosomal interactions of trisomic chromosomes. (D) Inter‐chromosomal proximity scores between each chromosome (rows) and chromosomes 6, 8, 11 and 15 (individual heatmaps from left to right) in WT and trisomic mESCs (columns).

**Figure S3.** Clustering chromosomes by inter‐chromosomal interaction scores. The inter‐chromosomal proximity scores between all pairs of chromosomes are shown in a heatmap and clustered based on row‐wise and column‐wise similarities. The chromosomal gene density and chromosome‐wide gene expression are displayed on the top of the heatmap.

**Figure S4.** Chromosome radial distance as measured by chromosome painting. The distribution of the distance between the surface of chromosome to the closet nucleus membrane for chromosomes 8, 9 and 12 in WT and trisomic mESCs. Two‐sided Wilcoxon rank‐sum test. From left to right: *s* value = 0.2177, 0.4279 and 0.2876; *n* = 361, 306, 441, 215, 368 and 110 chromosomes. NS: not significant.

**Figure S5.** Quality control of gene expression data.
(A) The PCA results of RNA‐seq replicates using all genes (left) or excluding genes on all the trisomic chromosomes 6, 8, 11 and 15 (right). Dots with the same colour represent the three replicates for each sample type. (B). The percentage of differentially expressed genes per chromosome (chromosomes 1–19 and X) in trisomic mESCs. (C) Venn diagrams of the number of shared up‐ and downregulated genes among different trisomic mESCs relative WT mESCs.

**Supplementary File 1.** Hi‐C reads filtering statistics.

**Supplementary File 2.** Differentially expressed genes in trisomies.

**Supplementary File 3.** Shared differentially expressed genes.

**Supplementary File 4.** Enriched GO terms and KEGG pathways.

**Table S1.** Public data sets used in this paper.

## Data Availability

All Hi‐C and RNA‐seq data generated in this study have been deposited in the GEO database under the accession number GSE179435. The public data sets used in this study are listed in Table S1.

# Supplementary material for: The effect of trisomic chromosomes on spatial genome organization and global transcription in embryonic stem cells
**Source:** Cell Prolif. 2024 Mar 29;57(8):e13639. doi: 10.1111/cpr.13639
**Supplement:** Supplementary file 10 — Table S1. Public data sets used in this paper.

Table S1. Public datasets used in this paper.

| Data | Source | Identifier |
| --- | --- | --- |
| E14 H3K4me1 ChIP-seq | ENCODE | ENCSR000CGN |
| E14 H3K4me3 ChIP-seq | ENCODE | ENCSR000CGO |
| E14 H3K27ac ChIP-seq | ENCODE | ENCSR000CGQ |
| E14 Control ChIP-seq | ENCODE | ENCSR095IPH |
| E14TG2a.4 H3K9me3 ChIP-seq | ENCODE | ENCSR857MYS |
| E14TG2a.4 H3K27me3 ChIP-seq | ENCODE | ENCSR059MBO |
| E14TG2a.4 control ChIP-seq | ENCODE | ENCSR326ULS |
| E14 RNA pol II ChIP-seq | Handoko et al., 2011 | GEO: GSE28247 |
| E14 CTCF ChIP-seq | Bonev et al., 2017 | GEO: GSE96107 |
| E14 Hi-C | Bonev et al., 2017 | GEO: GSE96107 |
| NPC Hi-C | Bonev et al., 2017 | GEO: GSE96107 |
| CN Hi-C | Bonev et al., 2017 | GEO: GSE96107 |
| E14 ChromHMM | Pintacuda et al., 2017 | https://github.com/guifengwei/ChromHMM_mESC_mm10 |

How the deposited data were processed for this re-analysis (not part of the article)

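Poly(A) RNA of WT, Ts6, Ts8, Ts11 and Ts15 mESCs was sequenced in 3 libraries per line, and in situ Hi-C was done on 3 replicates of WT, Ts6, Ts8 and Ts11 mESCs and 2 replicates of Ts15 mESC. The authors aligned the paired-end RNA reads to mm10 with HISAT2 and counted reads per gene with summarizeOverlaps; the deposited counts are whole numbers that are not normalized. The deposited FPKM values are fragments per length of gene and mapped fragments, as computed by the authors, and the step from counts to FPKM is not stated. The authors' DESeq2 output adds a mean normalized count (a signal that is never negative), a log2 fold change of each trisomic line over WT, and a p-value with an adjusted p-value. The authors processed the Hi-C reads with HiC-Pro and deposited 1 matrix of 1 Mb bins per line, a signal of contacts that are not balanced, with the replicates taken together and the total scaled to that of WT. The versions of HISAT2, DESeq2 and HiC-Pro used by the authors are not given in the sources used here.

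The count table held 24421 genes, of which 24411 had a position in mm10. The mean over the libraries of the counts divided by size factors computed here lay between 0.833 and 1.09 times the authors' mean normalized count for 90% of the 10912 genes with a mean above 50. The counts were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1) by the quasi-likelihood F test after TMM normalization, with 1 term per line over the 15 libraries. Genes with a mean FPKM of at least 1 in WT or in the trisomic line were kept, and the p-values of each line were adjusted over them by Benjamini and Hochberg's method. A call needed an adjusted p under 0.05 and a fold change above 1.2. CPM values are counts per 1000000 normalized counts, with a prior count of 2 on the log scale. The count columns name the line of a library and a number, but the same names also describe Hi-C samples. The number was therefore not tied to a single RNA-seq sample. Only the FPKM columns were tied to single samples, with their replicate number and sequencing lane. Replicates with the same number in different lines were no closer than others (correlation of residuals from -0.0684 to 0.0592 in 12 pairs of samples of the same number), so the numbers were not taken as pairs. Of the 12663 genes expressed in any line, a lane term called 3 genes for lane 3, 3 for lane 7 and 0 for lane 8 against lane 6. These terms rest on a single library each of Ts6, Ts8 and Ts11 that differs in lane from the others of its line. The few calls therefore do not show that effects of the lane are small.

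The fold of a chromosome in a library was the median over its kept genes of the ratio of the library's CPM to the mean CPM of WT, divided by the same median of the genes outside chromosomes 6, 8, 11 and 15; for the 4 chromosomes compared in Ts11 it was not divided. Libraries were compared by exact permutation tests, two-sided, with 10 splits for 3 against 3 libraries and 220 splits for 3 against 9. The separation of the lines was tested with a pseudo-F statistic over 100000 permutations. The 23 lists of genes are ER chaperones, XBP1 targets, targets of the integrated stress response, hypoxia response, p53 targets, type I interferon response, fibroblast markers, primitive endoderm, naive pluripotency, formative pluripotency, mesoderm, neuroectoderm, trophoblast, 2-cell-like genes, germline genes, heat shock response, proteasome, ribosomal proteins, oxidative phosphorylation, cholesterol synthesis, DNA replication, mitosis and imprinted genes. They were written from general knowledge before the data were examined, but after the paper's supplementary tables had been read, and 13 genes known from those tables were left out of them. Members on the trisomic chromosome of a line were left out of its list counts and tests, which used limma's camera with a preset correlation of 0.01 and, beside it, with an estimated correlation, adjusted over the tests of 23 lists in 4 lines.

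Named genes followed a rule fixed before the data were examined. Per line it takes the 5 largest positive and the 5 largest negative log2 fold changes among called genes outside the trisomic chromosome with a mean of at least 8 CPM and with every trisomic library on the same side of every WT library, and by the same criteria 3 upregulated and up to 3 downregulated genes of the trisomic chromosome. It adds the genes called the same way in all 4 lines with the 5 largest mean changes up and down, members of each list with the smallest adjusted p, and 4 fixed examples per trisomic chromosome (16 in all). Genes with predicted names were skipped. The values of the paper's tables had been seen when the rule was written, and genes named in the text are a part of those the rule gives.

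Hi-C matrices were analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Of 2737 bins of 1 Mb, 2581 on 20 chromosomes were used. The proximity score was the log2 ratio of observed to expected contacts between chromosomes, with the expected contacts from the totals of both chromosomes. The ICF of a bin or chromosome was its share of contacts with other chromosomes. For a chromosome each contact within it was counted once, so its ICF is not on the scale of that of bins. Compartments were called per chromosome from the first principal component of the correlation matrix of ICE-balanced contacts over expected, with the sign set by gene density. Contacts within 2 Mb were left out of the segregation score. Correlations between matrices were tested by permuting chromosomes, paired differences over chromosomes by sign flips, both with 100000 permutations, and relations over bins by circular shifts along the genome. Depth and its limits are given with the samples; the shares of switched bins have Wilson 95% confidence intervals. Runs of bins with a running median (11 bins) of the contact ratio below 0.85 or above 1.15 over at least 10 bins were searched for in every line.

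The steps were tested on simulated data. In simulated counts at the depth and spread of these libraries, 22%, 20%, 30% and 32% of 50 genes changed 1.2-fold were called in Ts6, Ts8, Ts11 and Ts15, and 70%, 80%, 74% and 90% of 50 genes changed 1.5-fold, with 4, 3, 4 and 6 false calls. A call also needs an estimated fold above 1.2, which by itself limits the share called among genes changed 1.2-fold. The changed genes were drawn from those above 1 CPM in WT. To see what shared WT libraries alone give, all 15 libraries were drawn around the WT means 10 times without a change and 10 times with the called fold changes of each line permuted between genes of similar level, a simulation added after the data were examined. The alternatives were DESeq2 1.42.0, other normalizations and filters, other fold thresholds, other definitions of the Hi-C measures and leaving out each library. Alternatives added after the data were examined were limma on log2(FPKM + 0.5) alone, with a replicate block and with the sequencing lane, p-values of the authors' deposited tables, FPKM folds with a replicate block or in lane 6 only, TMM without further scaling, segregation over all distances and the t test over 20 chromosomes named by the paper. TAD boundaries, finer compartments, chromosome painting, nascent RNA and neurons were not analysed, because the deposited matrices have 1 Mb bins and no files of the other experiments were at hand.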

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

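All tests of explanations in this part were chosen after the results were seen.

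In Ts6, Ts8 and Ts11 mESCs the genes of the short arm of chromosome Y were nearly silent, while Ts15 mESC kept them. The summed level of Uba1y, Eif2s3y, Uty and Ddx3y was 194 ± 10 CPM in WT (SD, n = 3), and the ratio to WT was 0.0299 in Ts6, 0.067 in Ts8, 0.0405 in Ts11 and 0.927 in Ts15 mESC, genes that the paper lists in a supplementary table of shared genes and does not discuss.

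Contacts within chromosome Y were 0.0797 times those of WT in Ts6 and 0.0994 times in Ts11 mESC, beside 0.455 and 0.522 for contacts of Y with other chromosomes, and the first argues against lower transcription of a kept chromosome Y and is consistent with its loss in these 2 lines. In Ts8 mESC contacts within Y were 0.828 times those of WT, and Erdr1, at the other end of Y, stood at 143 CPM beside 153 in WT, 66.9 in Ts6 and 62.8 in Ts11 mESC, which argue against loss of the whole chromosome, and the lowest fold of chromosome 8 genes in a Ts8 library, 1.424, argues against a mislabelled group. The bin of Y from 1000001 to 2000000, which holds Eif2s3y, Uty and Ddx3y, had a contact ratio of 0.558 in Ts8 mESC, the lowest of 31 bins (the others lay from 0.697 to 1.25), so loss of part of the short arm is a candidate explanation that stays open. The next lowest, 0.697, was the neighbouring bin from 1 to 1000000, which holds Uba1y. The lowest bin of Ts8 mESC stood at 0.637 of the median of the others, but the lowest bin in Ts15 mESC, with 573 contacts against 3614, stood at 0.633. The next lowest in Ts15 mESC, at a ratio of 0.818, was also a neighbour of its lowest bin. The records do not say whether Hi-C and RNA-seq used the same cultures.

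Markers of fibroblasts, which are the feeder cells of these cultures, had a median log2 fold change of -0.41 in Ts6, -0.89 in Ts8, 0.29 in Ts11 and 0.58 in Ts15 mESC, in genes the paper does not discuss. They were below WT in 31 of 32 and 35 of 35 genes in Ts6 and Ts8 mESCs and above WT in 31 of 33 and 36 of 36 genes in Ts11 and Ts15 mESCs. The most abundant, Thbs1, Col1a1 and Fbln2, moved alike, with Col1a1 at 497.9 ± 75 CPM in WT, 327.1 ± 47 in Ts6, 260.5 ± 21 in Ts8, 633.1 ± 100.0 in Ts11 and 760.6 ± 130.0 CPM in Ts15 mESC (SD, n = 3). Of 23 lists, that of the markers varied most between libraries of the same line, with an SD of 0.169 on the log2 scale, so that different amounts of feeder fibroblasts left after the settling step are a candidate explanation. The mesoderm and primitive streak genes were called in the direction of the markers with an estimated correlation in 0 of 4 lines, with 6 to 9 genes tested per line, so mesoderm-like cells cannot be told apart from feeder cells here; of 40 markers, 36 were tested and 0 stood in another list.

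On chromosome 6 from 69000001 to 79000000, a region the paper does not discuss, Ts15 mESC had 0.738 times the contacts of WT (10 bins from 0.71 to 0.756, the rest of the chromosome at 0.985). On chromosomes 1 to 19 and X, where runs were searched, it was the only such run of bins outside the trisomic chromosomes in the 4 lines (chromosome Y was not searched). The ratio in the other lines was 1.28 in Ts6 (the rest of the trisomic chromosome at 1.32), 0.922 in Ts8 and 1.02 in Ts11 mESC, which argues against bins of poor coverage. The 33 genes of the segment had a median RNA fold of 0.809 ± 0.011 in Ts15 mESC (SD, n = 3; 19 downregulated, 1 upregulated; exact permutation p = 0.1, the smallest possible), which is consistent with a lost copy of the segment in part of the cells, a hypothesis that the pooled matrix leaves open.

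Differences between the lines were tested by exact permutation of 3 against 9 libraries. The 9 libraries come from 3 lines, so these p-values do not measure the spread between lines. The fold of the trisomic chromosome was lower in Ts15 (1.281) than in the other lines (1.422 ± 0.028, n = 9; adjusted exact permutation p = 0.018 over 4 lines). Contacts within the trisomic chromosome beyond 50 Mb were also lowest in Ts15, at 1.28 times those in WT, beside 1.56 in Ts6, 1.47 in Ts8 and 1.52 in Ts11 mESC. Its total contacts were 1.25 times those in WT in Ts15, beside 1.29 in Ts6, 1.38 in Ts8 and 1.25 in Ts11 mESC. Copies per cell were not counted. Fibroblast markers were highest in Ts15, with a median log2 fold change of 0.58, beside -0.41 in Ts6, -0.89 in Ts8 and 0.29 in Ts11 mESC. Whether feeder RNA lowered the fold in Ts15 mESC was not tested. ER chaperones differed from the other lines by -0.5557 on the log2 scale in Ts8 (adjusted p = 0.018, exact permutation) and by 0.5011 in Ts11 mESC (adjusted p = 0.026, exact permutation), and XBP1 targets by -0.3414 in Ts8 and 0.3021 in Ts11 mESC. Targets of the integrated stress response differed by -0.448 in Ts8, genes of hypoxia by 0.1015 in Ts15 and p53 targets by -0.4417 in Ts6 mESC, and 20 tests were adjusted together. Fibroblast markers moved in the direction of these differences of lists in each line, below WT in 31 of 32 genes in Ts6 and 35 of 35 in Ts8 and above WT in 31 of 33 in Ts11 and 36 of 36 in Ts15 mESC.

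Other lists were called with the preset and the estimated correlation. In Ts6 mESC the median log2 fold change was -2.24 for 2-cell-like genes, -0.40 for formative pluripotency, -0.39 for imprinted genes, -0.59 for neuroectoderm and -0.33 for p53 targets. In Ts8 mESC it was -0.57 for primitive endoderm, -0.41 for trophoblast and -0.90 for the type I interferon response. In Ts11 mESC it was -1.56 for 2-cell-like genes and 0.42 for neuroectoderm. In Ts15 mESC it was 0.32 for formative pluripotency, 1.04 for primitive endoderm and 0.22 for trophoblast. Primitive endoderm, trophoblast and interferon genes moved in Ts8 mESC in the direction of the fibroblast markers, as primitive endoderm, trophoblast and formative genes did in Ts15, all 5 lists in Ts6 and neuroectoderm genes in Ts11 mESC.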

How the results depend on the processing

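Of 476 values of comparisons under other settings, 407 were the same, 16 were weaker, 5 stronger, 37 moved and 11 reversed. Of 2460 values of named genes, 2398 were the same, 61 weaker and 1 stronger. A count was called the same within a ratio of 1.5 of its main value, so the same does not mean equal. A tested value had to keep its sign and its side of the threshold of 0.05, and a named gene its sign and its call or lack of one. Other values had to lie within the spread or interval of the main value. The cause was not tested for any change given here, unless the setting shows it. Settings with limma on FPKM, p-values of the authors' tables, TMM without further scaling, the t test and all distances were chosen after seeing the data. A replicate block, a lane covariate and lane 6 alone were not run in edgeR, because the numbers in the count columns were not tied to single RNA-seq samples.

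With the sequencing lane as a covariate in limma on FPKM, upregulated and downregulated genes numbered 660 and 565 in Ts8, 775 and 447 in Ts11 and 340 and 186 in Ts15 mESC, and shared genes 464 and 456, beside 1446 and 1455, 1781 and 1338, 1363 and 946, and 1118 and 1108 in limma on FPKM without the lane. All 3 WT libraries lie in lane 6, with 2 of Ts6 and 0 of the other lines, so lane and line are hard to separate there. Calls of named genes were lost with the lane in 34 pairs of gene and line and made larger for Calr in Ts8 mESC (0.29 in place of 0.19 on the log2 scale), and 9 pairs lost calls when 1 library was left out. With a replicate block in limma, shared genes numbered 1067 and 1064, and 59 lists were called. Without a fold threshold, downregulated genes numbered 2188 in Ts11 and 1867 in Ts15 mESC, and shared genes 2003 and 2120. With an estimated correlation, 17 lists were called in place of 60.

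The fold of the trisomic chromosome was 1.42 in Ts6 and 1.276 in Ts15 with means of log2 ratios, 1.395 and 1.271 without the FPKM filter, 1.464 and 1.268 with TMM on disomic chromosomes not scaled further, and 1.354 in Ts11 and 1.263 in Ts15 mESC with FPKM not scaled. It ranged from 1.273 to 1.293 in Ts15 mESC without 1 library each. The difference in fold of Ts15 from the other lines ranged from -0.1457 to -0.1359, and from -0.143 to -0.1381 without 1 of the Ts15 libraries, where the adjusted exact permutation p was 0.0727, since 2 libraries make fewer splits. In Ts11 mESC, scaling to the other chromosomes reversed chromosome 2 (0.001721) and chromosome 19 (0.01019), and leaving out 1 library gave -0.0242 to 0.005874 for chromosome 19. The one-sample Wilcoxon test across genes gave -0.04375 for chromosome 12 (p = 0.00164, n = 460 genes) and -0.0408 for chromosome 8 (p = 0.035, n = 657 genes), with genes as replicates.

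Copy ratios from contacts between chromosomes alone were 1.137 in Ts6, 1.3 in Ts8, 1.086 in Ts11 and 1.215 in Ts15 mESC, and without the lowest 5% of bins 1.296 in Ts6 and 1.379 in Ts8 mESC. With expected contacts from chromosome length, the score of chromosomes 8 and 9 exceeded that of 8 and 12 by 0.3317 in WT and 0.3592 in Ts8 mESC. The switched share without the lowest 10% of the first principal component was 0.04429 in Ts6, 0 in Ts8, 0.04464 in Ts11 and 0 in Ts15 mESC, and 3.797 in Ts11 and 4.146 in Ts15 mESC without ICE.

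The segregation difference was -0.02454 in Ts8 (permutation p = 1e-05, the smallest possible), 0.01787 in Ts11 (reversed) and -0.009091 in Ts15 mESC (reversed) without ICE. It was -0.006854 in Ts8 (permutation p = 7e-05) and -0.003064 in Ts11 mESC (permutation p = 0.171) with WT compartments, and -0.002764 in Ts11 (permutation p = 0.0745) and -0.0004268 in Ts15 mESC (reversed) over all distances. The rank-sum test over chromosomes (n = 20) gave p = 0.685 for 0.0111 in Ts6, 0.626 for -0.01135 in Ts11 and 0.449 for 0.02073 in Ts15 mESC.

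The ICF difference was -0.001225 in Ts15 mESC without contacts within 2 Mb (permutation p = 0.184). The t test over chromosomes (n = 20) gave p = 0.289 for 0.007327 in Ts11 and 0.349 for -0.006436 in Ts15 mESC. Between replicates of Supplementary File 1 the difference was 0.01437 in Ts6, -0.0216 in Ts8, 0.003833 in Ts11 and -0.004833 in Ts15 mESC, where 3 replicates or fewer cannot pass the threshold. Without the trisomic chromosome, the correlation of ICF change and expression change reversed to 0.02922 in Ts6, 0.01899 in Ts8, 0.04657 in Ts11 and 0.02748 in Ts15 mESC. It was -0.1292 in Ts8 mESC in bins with 5 or more genes (permutation p = 0.0701) and -0.1608 in Ts15 mESC without contacts within 2 Mb (permutation p = 0.000387).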

Differences from the paper's values

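Counts of genes were listed here only where they differed from the paper's by a ratio above 1.5. The counts of called genes that were higher here than in the paper stayed under that ratio. The A/B segregation score is about 0.19 in all 5 lines in the paper's Fig. 1C, read by eye. Here it was 0.588 in WT, 0.5991 in Ts6, 0.5835 in Ts8, 0.5766 in Ts11 and 0.6087 in Ts15 mESC, at 1 Mb and beyond 2 Mb. Under the alternatives set before the data were examined it also differed, with 0.563, 0.5729, 0.5384, 0.5808 and 0.5539 on the raw map without ICE, and 0.5974, 0.5811, 0.5849 and 0.6224 in the trisomic lines with the compartments of WT. Over all distances, a setting chosen after seeing the values, it was 0.142 in WT, 0.146 in Ts6, 0.141 in Ts8, 0.139 in Ts11 and 0.141 in Ts15 mESC, within 1.5 times the paper's.

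For the one-sided Wilcoxon test across genes in Ts11 mESC, the paper's p is 8.943e-05 for chromosome 8 and 0.4255 for chromosome 19. Here it was 0.018 for chromosome 8 and 0.85 for chromosome 19, over genes with a mean FPKM of at least 1 in WT or Ts11 mESC, and the alternatives set before the data were examined give no one-sided p. The side of the threshold was the same for both.

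The paper states that ICF change was not correlated with gene expression change. Over all bins the correlation was -0.2622 in Ts6, -0.1368 in Ts8, -0.2632 in Ts11 (adjusted permutation p = 0.0092, 0.021 and 0.019) and -0.0656 in Ts15 mESC (adjusted permutation p = 0.074). Without the trisomic chromosome it was 0.0292, 0.0190, 0.0466 and 0.0275. The negative values over all bins therefore rest on the bins of the trisomic chromosome. Their median ICF change was -7.4% in Ts6, -16.5% in Ts8, -10.1% in Ts11 and -5.8% in Ts15 mESC. In the other bins it was 8.8%, -10.0%, 5.1% and -2.2%. Most genes of the trisomic chromosome were upregulated, and contacts between its copies count as contacts within it.

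The paper states that A/B segregation did not differ between WT and trisomic mESCs, which the rank-sum test over chromosomes also gave here. In the paired sign-flip test over chromosomes the adjusted permutation p was 0.004 for Ts6, 0.022 for Ts11 and 0.0051 for Ts15 mESC, and 0.22 for Ts8 mESC.

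The paper names chromosome 11 as the most gene-rich chromosome. In the deposited gene table chromosome 7 had 15.13 genes per Mb and chromosome 11 had 15.05, while chromosome 11 had the most expressed genes per Mb (8.06).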

Other observations

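Genes of the 2-cell-like state, many of them near-identical Zscan4 copies, were downregulated in 14 of 15 cases in Ts6, 13 of 14 in Ts11 and 7 of 16 in Ts15 mESC, and upregulated in 6 of 16 in Ts8 mESC, with no call the other way and the same counts when adjusted over the list alone. Zscan4c had log2 fold changes of -2.24 in Ts6 and -1.81 in Ts11 mESC. In limma's camera test the adjusted p was 1.98e-15, 0.00415, 4.6e-11 and 0.0458 in Ts6, Ts8, Ts11 and Ts15 mESCs, with adjusted p = 0.00291, 0.0863, 0.00444 and 0.181 with an estimated correlation. Primitive endoderm and basement membrane genes were upregulated in 15 of 20 cases in Ts15 mESC (Lama1 1.48, Col4a1 1.31 on the log2 scale) and 7 of 21 in Ts11 mESC, with 0 and 1 downregulated, and downregulated in 10 of 16 in Ts8 (Krt8 -1.07, Lrp2 -0.80) and 7 of 20 in Ts6 mESC, with 0 and 2 upregulated, the same when adjusted over the list alone. Their adjusted p in camera was 0.159, 4.48e-05, 0.00281 and 1.4e-15 in the 4 lines, with adjusted p = 0.434, 0.0246, 0.135 and 0.0122 with an estimated correlation. Genes of the type I interferon response were downregulated in 32 of 37 cases in Ts8 (33 adjusted over the list alone; Oas1a -1.33, Ifitm3 -0.87) and 17 of 38 in Ts6 mESC (18 adjusted over the list alone), with 0 and 3 upregulated. In Ts11 mESC 11 of 35 were upregulated and 2 downregulated, and in Ts15 mESC 9 of 40 (10 adjusted over the list alone) and 14. Their adjusted p in camera was 0.00541, 1.49e-18, 0.00505 and 0.352, with adjusted p = 0.29, 0.0131, 0.298 and 0.706 with an estimated correlation. Fibroblast markers moved with the interferon and primitive endoderm lists in Ts6, Ts8 and Ts11 mESCs, with a median log2 fold change of -0.41, -0.89 and 0.29, and with the primitive endoderm list in Ts15 mESC (0.58).

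Naive pluripotency genes were upregulated and downregulated in 2 and 15 of 33 cases in Ts15 mESC (Nanog -0.61, Klf4 -0.64, Esrrb -0.54 on the log2 scale), 9 and 3 of 30 in Ts6 (10 and 3 adjusted over the list alone), 6 and 6 of 31 in Ts8 and 3 and 9 of 31 in Ts11 mESC, where camera gave adjusted p = 0.0968, 0.811, 0.0276 and 5.96e-05 in Ts6, Ts8, Ts11 and Ts15 mESCs, and adjusted p = 0.421, 0.914, 0.299 and 0.116 with an estimated correlation. For formative genes the counts were 2 and 9 of 16 in Ts6, 3 and 10 of 16 in Ts8 (3 and 11 adjusted over the list alone), 5 and 2 of 15 in Ts11 and 9 and 1 of 17 in Ts15 mESC, with Etv5, a transcription factor, at -1.06, -0.38, 0.53 and 0.38, and adjusted p = 0.000257, 0.00209, 0.214 and 0.000278 in camera, and adjusted p = 0.0266, 0.0563, 0.299 and 0.0359 with an estimated correlation. Neuroectoderm genes gave 0 and 7 of 13 in Ts6 (Nefl -1.41), 3 and 2 of 12 in Ts8, 7 and 0 of 12 in Ts11 (Tubb3 0.98) and 5 and 1 of 13 in Ts15 mESC, with adjusted p = 6.77e-06, 0.214, 7.9e-06 and 0.164 in camera, and adjusted p = 0.00898, 0.294, 0.00898 and 0.265 with an estimated correlation. Imprinted genes gave 1 and 13 of 22 in Ts6 (1 and 15 adjusted over the list alone; Grb10 -1.84, Meg3 -1.26), 2 and 12 of 25 in Ts8 (2 and 14 adjusted over the list alone), 9 and 4 of 24 in Ts11 (Mest 1.07) and 9 and 3 of 23 in Ts15 mESC (9 and 4 adjusted over the list alone), with adjusted p = 1.16e-06, 4.48e-05, 0.00813 and 0.00344 in camera, and adjusted p = 0.0266, 0.0595, 0.158 and 0.151 with an estimated correlation. Counts without a note were the same when adjusted over the list alone, here and below. Fibroblast markers moved in the direction of the formative and imprinted lists in all 4 lines.

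The other lists are given as upregulated and downregulated genes in Ts6, Ts8, Ts11 and Ts15 mESCs in turn, by edgeR. Trophoblast genes gave 2 and 5 of 14, 1 and 7 of 15, 4 and 0 of 15, and 5 and 0 of 13, with adjusted p = 0.066, 0.00115, 0.1 and 0.000179 in camera, and adjusted p = 0.151, 0.0266, 0.181 and 0.0148 with an estimated correlation. Germline genes gave 1 and 11 of 21, 12 and 4 of 25, 9 and 9 of 28, and 8 and 1 of 24, with adjusted p = 0.00257, 0.00108, 0.299 and 0.00745 in camera, and adjusted p = 0.143, 0.135, 0.592 and 0.18 with an estimated correlation. Mesoderm genes gave 1 and 3 of 6 (1 and 4 adjusted over the list alone), 0 and 4 of 6, 2 and 1 of 6, and 3 and 0 of 9 (4 and 0 adjusted over the list alone), with adjusted p = 0.0901, 0.00576, 0.566 and 0.01 in camera, and adjusted p = 0.319, 0.151, 0.672 and 0.131 with an estimated correlation. Fibroblast markers gave 0 and 21 of 32 (0 and 25 adjusted over the list alone), 0 and 31 of 35 (0 and 32 adjusted over the list alone), 14 and 0 of 33, and 33 and 0 of 36 (34 and 0 adjusted over the list alone), with adjusted p = 7.93e-06, 5.14e-15, 0.000171 and 1.46e-13 in camera, and adjusted p = 0.35, 0.162, 0.434 and 0.183 with an estimated correlation. Heat shock genes gave 2 and 1 of 26, 0 and 6 of 26 (0 and 7 adjusted over the list alone), 6 and 4 of 25, and 5 and 1 of 26, with adjusted p = 0.887, 0.00877, 0.261 and 0.0798 in camera, and adjusted p = 0.916, 0.131, 0.457 and 0.265 with an estimated correlation. Proteasome subunits gave 0 and 0 of 35, 0 and 0 of 34, 2 and 0 of 27, and 1 and 0 of 35, with adjusted p = 0.401, 0.716, 0.0337 and 0.132 in camera, and adjusted p = 0.809, 0.914, 0.523 and 0.672 with an estimated correlation. Ribosomal proteins gave 0 and 6 of 77, 1 and 1 of 75 (1 and 0 adjusted over the list alone), 0 and 4 of 72 (0 and 5 adjusted over the list alone), and 1 and 0 of 75, with adjusted p = 2.66e-07, 0.648, 4.89e-05 and 0.1 in camera, and adjusted p = 0.35, 0.923, 0.457 and 0.776 with an estimated correlation. Oxidative phosphorylation gave 4 and 0 of 69, 1 and 2 of 71, 16 and 0 of 70, and 14 and 0 of 69, with adjusted p = 0.131, 0.887, 1.17e-06 and 7.93e-06 in camera, and adjusted p = 0.706, 0.965, 0.255 and 0.294 with an estimated correlation. Cholesterol synthesis gave 7 and 0 of 24, 1 and 1 of 22 (1 and 0 adjusted over the list alone), 5 and 0 of 24, and 1 and 0 of 22, with adjusted p = 0.00767, 0.513, 0.00555 and 0.433 in camera, and adjusted p = 0.0943, 0.672, 0.0863 and 0.471 with an estimated correlation. DNA replication gave 9 and 0 of 36, 2 and 0 of 31, 0 and 10 of 36, and 1 and 1 of 37, with adjusted p = 0.00428, 0.135, 0.00145 and 0.718 in camera, and adjusted p = 0.294, 0.535, 0.265 and 0.914 with an estimated correlation. Mitosis gave 1 and 7 of 30, 3 and 1 of 31, 0 and 3 of 27, and 0 and 2 of 31, with adjusted p = 0.000311, 0.0325, 0.00209 and 0.00025 in camera, and adjusted p = 0.151, 0.35, 0.25 and 0.151 with an estimated correlation. Of the tests of 23 lists in 4 lines, 60 were called with the preset correlation and 17 with an estimated correlation.

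The median, the mean and the test of a list differed in sign in 8 tests, none of them called. The median was -0.0048 and the mean 0.0402 for the integrated stress response in Ts6, 0.0159 and -0.0135 for p53 targets in Ts8, -0.0672 and 0.0109 for heat shock genes in Ts11 (test down), -0.0292 and 0.0016 for naive genes in Ts8, and -0.0126 and 0.0004 for DNA replication in Ts15 mESC. The test was up where the median was -0.0161 for oxidative phosphorylation and -0.0032 for ribosomal proteins in Ts8 and -0.0043 for cholesterol synthesis in Ts15 mESC.

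Other splits of the 6 libraries of a comparison, chosen as a test after the results were seen, were too few (10) for a share under 0.05. The real split gave 1781 upregulated and 1453 downregulated genes in Ts6 (highest of the others 0 and 0), 1427 and 1606 in Ts8 (1 and 0), 2044 and 1301 in Ts11 (0 and 0) and 1492 and 1114 in Ts15 mESC (0 and 1), and in each case 1 of the 10 splits gave as many genes. The real split called 14 lists in Ts6 (highest of the others 14, so that 2 of the 10 splits called as many), 14 in Ts8 (5), 17 in Ts11 (12) and 15 in Ts15 mESC (11). Among 40 groupings of the 15 libraries, 1 gave as many shared upregulated genes (1303, highest of the others 0), 1 as many shared downregulated genes (1220, highest of the others 0) and 1 as many list calls (60, highest of the others 56), but the other groupings mix lines within groups, which widens the spread there, so they do not test these 3 counts.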
